# Influence of age and sex on microRNA response and recovery in the hippocampus following sepsis

**DOI:** 10.18632/aging.203868

**Published:** 2022-01-30

**Authors:** Asha Rani, Jolie Barter, Ashok Kumar, Julie A. Stortz, McKenzie Hollen, Dina Nacionales, Lyle L. Moldawer, Philip A. Efron, Thomas C. Foster

**Keywords:** aging, sepsis, hippocampus, microRNA, sex dimorphism

## Abstract

Sepsis, defined as a dysregulated host immune response to infection, is a common and dangerous clinical syndrome. The excessive host inflammatory response can induce immediate and persistent cognitive decline, which can be worse in older individuals. Sex-specific differences in the outcome of infectious diseases and sepsis appear to favor females. We employed a murine model to examine the influence of age and sex on the brain's microRNA (miR) response following sepsis. Young and old mice of both sexes underwent cecal ligation and puncture (CLP) with daily restraint stress. Expression of hippocampal miR was examined in age- and sex-matched controls at 1 and 4 days post-CLP. Few miR were modified in a similar manner across age or sex and these few miR were generally associated with neuroprotection against inflammation. Similar to previous work examining transcription, young females exhibited a better recovery of the miR profile from day 1 to day 4, relative to young males and old females. For young males and all female groups, the initial response mainly involved a decrease in miR expression. In contrast, old males exhibited only upregulated miR on day 1 and day 4 and many of the miR upregulated on day 1 and day 4 were linked to neurodegeneration, increased neuroinflammation, and cognitive impairment. The results emphasize age and sex differences in epigenetic mechanisms that likely contribute to susceptibility or resilience to cognitive impairment due to sepsis.

## INTRODUCTION

Sepsis is defined as life-threatening organ dysfunction caused by a dysregulated host immune response to infection [1–4]. Sepsis is surprisingly common with nearly two million hospital admissions annually in the United States, [2, 3, 5]. Furthermore, sepsis can induce immediate and persistent cognitive decline, with worse outcomes in older and Alzheimer’s Disease and Alzheimer’s Disease Related Dementia (AD/ADRD)-diagnosed patients [6]. Of note, sepsis-induced neurocognitive pathology in patients without AD/ADRD has been labeled sepsis-associated encephalopathy and is commonly seen in older adults [7]. In fact, sepsis has been labeled ‘*a disease of the aged*,’ as 60% of septic individuals are older than 65 years [8, 9]. Greater than 50% of sepsis survivors suffer from cognitive dysfunction after hospital discharge, including issues with general memory, attention, verbal fluency, and executive function [10]. Also, a recent nationwide population-based study revealed that dementia is commonly present in a substantial proportion (>11%) of adults ≥65 years of age hospitalized with sepsis [11].

The response to sepsis and recovery from sepsis is influenced by age and sex. Examination of the molecular and physiological response to systemic inflammation in males indicates that diminished cogitation involves impaired synaptic function in the hippocampus, including microglial-mediated synapse elimination, early after a “cytokine storm” [12, 13]. Following this initial response, young animals exhibit resilience and recovery of cognitive and synaptic markers, which may be absent with advanced age [13–15]. Furthermore, there is a sexual dimorphism in response to sepsis with females exhibiting better outcomes [16, 17]. Our recent work examining the hippocampal transcriptome in age and sex-matched controls (i.e., no sepsis day 0) and at 1 and 4 days post-cecal ligation and puncture (CLP) confirmed age and sex differences in gene expression [15]. In general, females were better able to resolve sepsis induced gene changes. In addition, older male mice exhibited a delayed and prolonged response to sepsis. Hypothesized mechanisms for age and sex related differences in the brain’s response to sepsis include epigenetic regulation, with most of the work focused on DNA methylation [18–24].

Epigenetic regulation can also occur through microRNAs (miRs), a family of non-coding small RNAs that can post-transcriptionally regulate protein expression by inhibiting mRNA translation or promoting mRNA degradation [25]. Expression of miRs provides biomarkers of cellular senescence, aging phenotypes, and disease [26–29]. Indeed, many of the miRs involved in immune regulation are altered during aging [30]. While sexually dimorphic differences in brain miR have been described for development and stroke [31], little is known about the role of miR in mediating age and sex differences in the response to sepsis. To examine the role of miR in mediating age and sex differences, we characterized the expression of miR in the hippocampus on day 1 and day 4 after sepsis in young and aged male and female mice. In many cases, the tissue was from the same mice used to describe gene expression [15]. The miR expression results are consistent with mRNA expression in that females, particularly young females, resolve quickly and older males exhibit a prolonged response. Examination of the relationship between increased miR expression and mRNA in older males indicated little predictability for individual miR and mRNA on day 1, likely due to changes in a number of factors associated with fluctuating cytokines. In contrast, a decrease in mRNA expression was more likely on day 4 and linked to multiple miR, directed against specific mRNA. The results emphasize age and sex differences in examining the markers and mechanisms of the response and recovery from sepsis, as well as the need for precision/personalized therapeutics to address post-septic cognitive decline.

## MATERIALS AND METHODS

### Animals

A schematic of the experimental paradigm is provided in Figure 1. All animal experiments were approved by the University of Florida Institutional Animal Care and Use Committee and followed Animal Research Reporting of *In Vivo* Experiments (ARRIVE) guidelines (https://www.nc3rs.org.uk/arrive-guidelines). The animals were cared for and used according to the Guide for the Care and Use of Laboratory Animals [32]. Young (~4 months) and old (~20 months) adult C57BL/6J (B6) mice of both sexes (young male = 12; old male = 12; young female = 12; old female = 12) were purchased from Jackson Laboratory (JAX; Bar Harbor, ME). Mice were cared for by the University of Florida Animal Care Services and housed in transparent cages (three to four animals of same sex/age per cage) under specific pathogen-free conditions in a single room. Animals were provided standard irradiated pelleted diet and water ad libitum for the duration of the study. Prior to initiation of the experiment, mice were acclimated to a 12-hour light-dark cycle for a minimum of 14 days. Due to the coprophagic nature of mice, this assured that mice in the same cage would have similar microbiota composition and structure [33]. Only animals of the same sex, age, and treatment group were housed together.

**Figure 1:**
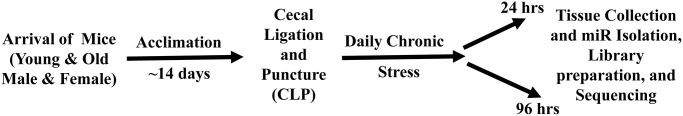
**Schematic diagram of the experimental paradigm for sepsis induction, daily chronic stress (DCS), and tissue collection.** Young adult (~4 months) and old (~20 months) male and female mice were purchase from Jackson Laboratory (JAX Bar Harbor, ME). Prior to initiation of the experiment, mice were acclimated to a 12-hour light-dark cycle for a minimum of 14 days. Sepsis was induced by employing cecal ligation and puncture (CLP) under isoflurane anesthesia. DCS was conducted by placing mice in weighted plexiglass animal restraint holders (Kent Scientific; Torrington, CT) for 2 hours daily commencing the day after CLP. Mice were euthanized for tissue collection either 24 or 96 hours post CLP+DCS. The hippocampus was dissected, flash frozen, and stored at −80, for miR isolation and sequencing.

### Intra-abdominal sepsis and daily chronic stress model

In order to recapitulate the human condition of abdominal sepsis, a murine model of sepsis and persistent inflammation, previously described by our laboratory, was utilized [34]. Briefly, general anesthesia was induced with inhaled isoflurane and CLP was performed via a midline laparotomy with exteriorization of the cecum to induce a model of sepsis. The cecum was ligated with 2-0 silk suture 1 cm from its tip, a 25-gauge needle was used to puncture the cecum, and the laparotomy was closed in one layer with surgical clips. Buprenorphine analgesia was provided for 48 hours post-surgery. Imipenem monohydrate (25 mg/kg in 1 mL 0.9% normal saline) was administered subcutaneously 2 hours post-CLP and then continued twice daily for 72 hours. Subsequently, we added a component of daily chronic stress (DCS). DCS was conducted by placing mice in weighted plexiglass animal restraint holders (Kent Scientific; Torrington, CT) for 2 hours daily commencing the day after CLP. DCS was combined with CLP (CLP+DCS) to mimic the stress that occurs in patients when residing in an intensive care unit and better reflects human sepsis relative to CLP alone [34, 35]. This model was previously used to describe age and sex-related changes in hippocampal transcription [15]. The CLP+DCS mice, along with mixed-sex naïve mice (no CLP, no DCS, no antibiotics, and no fluid resuscitation) were euthanized on day 1 or 4 post-CLP+DCS. Mice were anesthetized with isoflurane (Halocarbon Laboratories, River Edge, NJ) and swiftly decapitated.

The work consisted of young and old female (50%) and male (50%) mice. Of note, the last restraint stress occurred 1 hour prior to sacrifice, and mice that were sacrificed 24 hours after CLP received restraint cone stress 1 hour prior to sacrifice.

### Tissue collection

Animals were sacrificed either 24 hours or 4 days following CLP. Age and sex-matched control groups were sacrificed directly from the home cage, without receiving surgery or anesthesia. Mice were anesthetized with isoflurane (Halocarbon Laboratories, River Edge, NJ) and swiftly decapitated. The brains were rapidly removed and the hippocampi were dissected. All brain samples were flash frozen in liquid nitrogen and were stored at −80°C. One whole hippocampus was used for microRNA sequencing. In some cases, the other hippocampus was used for mRNA sequencing and the results have previously been reported [15].

### RNA isolation

Hippocampus tissue miR was isolated using mirVana miR Isolation Kit (ThermoFisher Scientific, Cat# AM1560) according to the manufacturer’s instructions. The quantity and quality of the RNA was determined by University of Florida Interdisciplinary Center for Biotechnology Research using the Agilent RNA 6000 Pico Kit to determine the concentration of total RNA, and a Small RNA Kit was used to measure the concentration of tissue micro RNA (miR) on the Agilent Bioanalyzer instrument (Agilent Technologies).

### Small RNA library preparation and sequencing

To perform miR profiles, sequencing libraries were prepared using 48 samples (old and young adult males and females) of 12 different groups. 

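Each of the 12 groups held 4 libraries, and each library came from the hippocampus of a separate mouse. Septic mice had undergone cecal ligation and puncture, in which the cecum is tied off and pierced so that gut bacteria leak into the abdomen, with daily restraint stress, and controls came from the home cage without surgery. The authors give 1 table of normalized counts per sex, with 1 column per library. Every value carries an added 0.0001. After this was subtracted, 100% of the values under 200 reads were whole multiples, within 0.02 reads, of a constant step in each library, which stands for 1 read. The number of reads assigned to miRs was recovered from that step. In units of 1000000 reads, which hold for all depths given here, it ranged from 2.52 to 9.36 per male library, with a median of 4.51, and from 1.34 to 6.67 per female library, with a median of 4.07. In young males the range and median were 3.30 to 4.98 and 3.95 in controls, 3.22 to 5.93 and 5.16 on day 1, and 3.05 to 4.96 and 4.12 on day 4. Old males had 2.52 to 4.72 and 2.80 in controls, 2.97 to 7.18 and 5.59 on day 1, and 4.03 to 9.36 and 8.10 on day 4. Young females had 3.16 to 6.17 and 4.56 in controls, 3.59 to 5.94 and 4.89 on day 1, and 2.76 to 5.32 and 3.94 on day 4. For old females these were 1.34 to 2.18 and 2.04 in controls, 4.99 to 6.67 and 6.10 on day 1, and 2.47 to 5.88 and 3.26 on day 4. Every septic library of old females was deeper than every old female control (exact permutation test, two-sided, p = 0.0286 on each day, the smallest that 4 libraries against 4 allow, and 0.114 after Benjamini-Hochberg adjustment over the 8 comparisons). In old males the same exact test gave p = 0.0571 on each day. Between replicates of a group, the chi-square statistic of the recovered reads, pooled over miRs and divided by its degrees of freedom, was 48.8 to 1693.7 over 72 pairs, where counting error alone gives about 1. Pooled over miRs, where abundant ones weigh most, replicate libraries therefore differed far beyond counting error. This statistic does not separate differences between mice from those in library preparation.

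**Figure D1:**
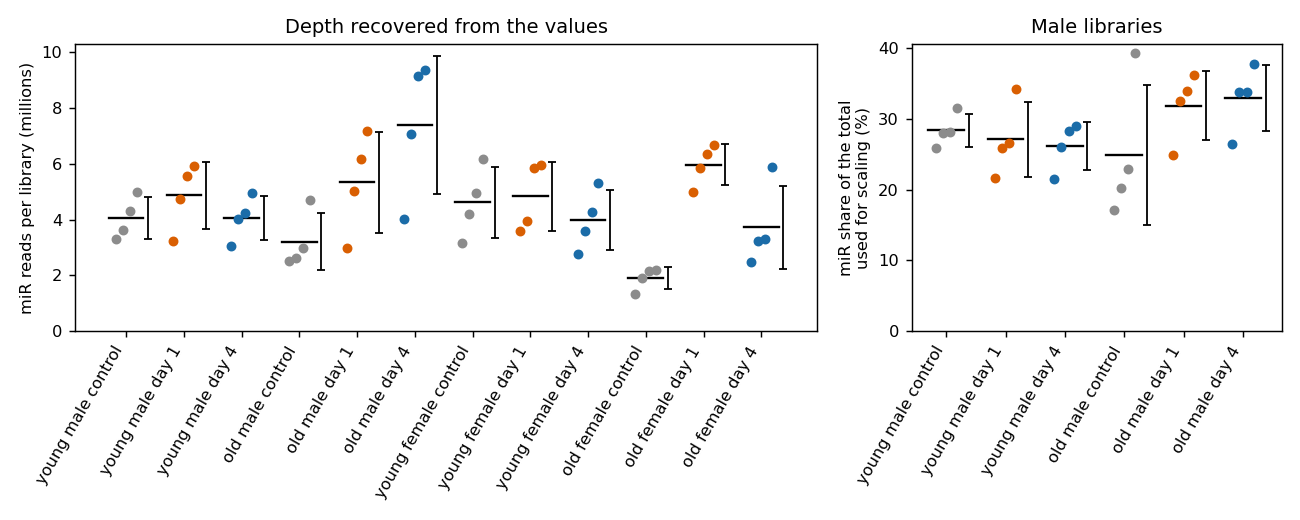
Left, reads assigned to miRs per library for the 12 groups, on an axis in units of 1000000 reads. Right, the share of the total used for scaling that these reads made up in the 24 male libraries, in percent. Dots are libraries, horizontal lines the mean and bars at the right the SD (n = 4 per group). Old female controls have the fewest reads, 1.34 to 2.18 in these units.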

For males, examination of miR expression was performed for the same mice in which the mRNA response was examined and included young male control (*n* = 4/4, miR/mRNA), young male 24 hours post-sepsis (*n* = 4/4), young male 4 days post-sepsis (*n* = 4/4), old male control (*n* = 4/4), old male 24 hours post-sepsis (*n* = 4/4), old male 4 days post-sepsis (*n* = 4/4). For females, most of the miR samples were from the same mice in which mRNA expression was measured, particularly for older females. However, due to loss of tissue, some younger females were replaced: young female control (*n* = 4/2, miR/mRNA), young female 24 hours post-sepsis (*n* = 4/1), young female 4 days post-sepsis (*n* = 4/3), old female control (*n* = 4/4), old female 24 hours post-sepsis (*n* = 4/4), and old female 4 days post-sepsis (*n* = 4/3). Methods for miR library preparation and sequencing have previously been published [28, 36, 37]. Briefly small RNA libraries were prepared using the Ion Total RNA-Seq Kit v2 (Thermo Fisher, catalog number 4475936). Each library was barcoded with Ion Xpress RNA Seq-Barcode 01-16 Kit (ThermoFisher, Cat# 4475485) to enable multiplex sequencing. The concentration of the libraries was quantified by the Qubit dsDNA HS Assay (Thermo Fisher, Cat# Q32851). In addition, the size distribution and molar concentration was determined with the High Sensitivity D1000 Screen Tape Kit (5067-5584) on 2200 TapeStation system (Agilent Technologies, Cat#G2964A) according to the manufacture’s protocol.

### Data acquisition, bioinformatics and statistical analysis

Data acquisition and analysis for miR expression was performed as previously described [28, 36, 37]. In brief, on Partek Flow server FASTQ files were trimmed and aligned to the mouse (mm10) genome using Bowtie (version 1.0.0). 

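The female values are counts per 1000000 reads assigned to miRs, as each column sums to 1000000. Male values are counts per 1000000 of a larger total, which was 11.7 to 27.1 times 1000000 reads per library (median 14.9), which the text of the paper does not describe further. Reads assigned to miRs made up 17.1% to 39.4% of that total, with a median of 28.1%. By group the share was 28.4% ± 2.36 (SD, n = 4) in young male controls, 27.1% ± 5.27 on day 1 and 26.2% ± 3.41 on day 4. In old males it was 24.9% ± 9.94 in controls, 31.9% ± 4.91 on day 1 and 33.0% ± 4.71 on day 4. The most abundant miR in most libraries, miR-29b-3p, took 5.87% to 32.0% of the miR reads of a male library and 7.07% to 30.8% of those of a female library. In young male control 5, young male day 4 replicate 3, old male day 1 replicate 3, young female control 5 and young female day 4 replicate 3, miR-29a-3p ranked above it. The tables list 1038 miRs in males and 981 in females and still include miRs below an average of 5. Tests covered the 381 male and 471 female miRs with a mean of at least 5 normalized counts over the 24 libraries of their sex. Differential expression was tested with limma on log2 of the normalized count plus 1, with all 6 groups of a sex in 1 fit and the variance moderated along its trend with expression. A miR at an unadjusted two-sided p below 0.05 was counted as a DEmiR, and the number at a Benjamini-Hochberg adjusted p below 0.05 is given beside it. Log2 fold changes compare means of log2(count + 1), which shrinks the changes of miRs with few counts and can put them on either side of the log2 ratio of the mean counts. Non-overlapping values were counted apart from the fit, where all 4 septic libraries lay on 1 side of all 4 controls, which chance gives for 2.86% of miRs on either side together.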

Normalization was performed on total counts in Partek and genes with an average total count of less than 5 were removed, consistent with our previously published work [28, 36–39]. Statistical filtering was performed using a *p*-value set at *p* < 0.05. Features list that passed the statistical filter were then separated into upregulated or downregulated based on fold change. The data for this study has been uploaded to the Gene Expression Omnibus under the accession number GSE188874.

## RESULTS

Figure 2 illustrates the global pattern of differentially expressed miRs (DEmiRs) in young and old adult male and female mice, specifically 1 or 4 days following sepsis compared to sex and age-matched controls. 

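On day 1 after sepsis, 2.89% of the 381 miRs tested were DEmiRs in young males and 8.92% in old males, against 10.8% of the 471 tested in young females and 16.1% in old females. These shares are 11, 34, 51 and 76 miRs, where chance alone would give 19.05 in a male comparison and 23.55 in a female one. The order of young and old males depended on the scaling. Scaled to the reads assigned to miRs, young males had 26 DEmiRs on day 1 and old males 20. Male and female shares are not in like units. The filter and the added 1 apply to counts per a larger total in males, and per miR reads in females. After adjustment, 8 DEmiRs remained in old females, and none of the 11, 34 and 51 remained in the other groups (limma, lowest adjusted p = 0.924 in young males, 0.498 in old males and 0.0601 in young females). Non-overlapping values were found for 21 miRs above the controls and 44 below in old females, 2 above and 6 below in young females, 2 above and 1 below in old males, and 1 above and 7 below in young males, where chance (2.86% of the miRs) gives 5.44 each way in males and 6.73 in females. Without control 4, old males had 133 DEmiRs, and without control 3 they had 4. Without control 1, control 2, day 1 replicate 1 or day 1 replicate 4 they had 10, 16, 20 and 19. Young females had 98 without control 1 and 28 without control 5. In young males the count was 24 without day 1 replicate 1, 3 without day 1 replicate 2, 19 without control 4 and 6 without control 5. Old females had 50 without day 1 replicate 1 and 58 to 79 without each of the others. After adjustment 50 miRs remained in old males without control 4, 34 in young females without control 1 and 1 without day 1 replicate 6, and in old females 2, 3 and 5 without day 1 replicates 1, 2 and 4. Tested directly as an interaction in limma, the response of old and young mice on day 1 differed for 28 miRs in females and 50 in males, with 0 after adjustment in either sex (lowest adjusted p = 0.120 and 0.348). The female count was 15 without old day 1 replicate 1 and 49 without young control 1. For males it was 130 without old control 4, with 64 after adjustment, 26, 30 and 15 without old controls 1, 2 and 3, 28 without old day 1 replicate 1 and 23 without young day 1 replicate 2. After adjustment the female count was 1 without old control 1 or young day 1 replicate 6 and 2 without young control 6. A difference between the sexes was not tested.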

In general, females and older animals exhibited a more robust response on day 1, with an increased number of DEmiR. Interestingly, the largest changes were for downregulated miR with the exception on older males, which exhibited only up regulated miR. 

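Of the day 1 DEmiRs, 82.4% were downregulated in young females and 72.4% in old females, all in young males and none in old males. Scaling by the median of ratios, in which each library is divided by the median ratio of its miRs to their geometric mean, changed this split to 60.8% downregulated in young females, 59.5% in old females, 50% in young males and 71.4% in old males. The largest change of a single miR with non-overlapping values on day 1 was a rise. In old females miR-7b-3p had 202 ± 43.2 normalized counts (SD, n = 4) on day 1 and 45.0 ± 9.65 in controls, a log2 fold change of 2.14 (standard error 0.27, adjusted p = 1.5e-05). Its precursor lies on chromosome 17 of GRCm38 (mm10) from 56242988 to 56243098. With each library left out in turn, the log2 fold change of miR-7b-3p stayed between 2.05 and 2.26. The largest fall with non-overlapping values in old females was that of miR-146a-5p (chromosome 11, 43374397 to 43374461), from 104 ± 61.5 to 28.7 ± 9.61 normalized counts (log2 fold change -1.71, standard error 0.39, adjusted p = 0.0187).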

Young females exhibited considerable recovery on day 4, observed as a marked decrease in the number of DEmiR. 

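In young females 1.27% of the miRs tested were DEmiRs on day 4, and the lowest adjusted p was 0.186. Values did not overlap for 1 miR above the controls and 2 below. The 6 DEmiRs became 26 without control 5, 18 without control 3, 13 without day 4 replicate 5 and 9 without control 1, and 2 to 4 without each of the other libraries (control 6 and day 4 replicates 1, 3 and 4).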

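On day 4 in old females, 40 miRs were raised and 69 lowered against controls, and 11 of these 109 DEmiRs, 1 raised and 10 lowered, remained after adjustment (lowest adjusted p = 0.00177). In young males 14.7% of the miRs tested were DEmiRs on day 4, of which 5 remained after adjustment. In old males the share was 16.0%, and 0 of 61 remained in limma (lowest adjusted p = 0.275). Non-overlapping values were found for 8 miRs above the controls and 22 below in old females, 12 above and 18 below in young males, and 4 above and 0 below in old males (chance, 2.86% in all). Compared directly with day 1, day 4 differed for 77 miRs that were higher and 72 lower in old females, 48 of them after adjustment. In young males 25 were higher and 15 lower, with 0 after adjustment (lowest adjusted p = 0.183), and scaling by the median of ratios gave 35 and 42, of which 2 remained, whereas the miR reads gave 46 and 22 and voom 47 and 23, with 0 remaining. Old males had 5 higher and 0 lower on day 4 than on day 1, with 0 after adjustment (lowest adjusted p = 0.997), or 7 and 5 with that scaling. Of the counts after adjustment against controls, that of old females was 75 without day 4 replicate D4, 30, 5 and 2 without controls 1, 2 and 3, and 5 and 7 without day 4 replicates 2 and 4. That of young males was 18 without control 3 and 1 without each other library except day 4 replicate 1, and that of old males 93 without control 4 and 19 without day 4 replicate 8. From day 1 to day 4, the adjusted count of old females was 127 without day 4 replicate D4 and 13 to 29 without each other library of the 2 groups. That of young males was 3 without day 1 replicate 4, and their unadjusted count 25 without day 1 replicate 1 and 23 without day 4 replicate 2. In old males the unadjusted count was 8, 2, 14 and 3 without day 1 replicates 1 to 4, 1 without day 4 replicate 2 and 26 without day 4 replicate 8.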

For the other groups, there was an increase in DEmiR on day 4, mainly for upregulated miR, except for older females, which exhibited increased expression of up and downregulated miR. The increase in upregulated miR was particularly robust for older males, which exhibited the greatest number of upregulated miR on day 1 and day 4.

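As deposited, 34 miRs were raised on day 1 in old males, against 21 in old females, 9 in young females and 0 in young males. On day 4 the numbers raised were 61 in old males, 40 in old females, 25 in young males and 3 in young females. This order depended on the scaling. Under median-of-ratios scaling, 6 miRs were raised on day 1 in old males, 32 in old females, 20 in young females and 15 in young males. On day 4 that scaling gave 12 raised in old males, 54 in old females, 53 in young males and 2 in young females. The response of old and young males differed for 46 miRs in the direction of a higher response in old males on day 4 and for 2 in the other, with 1 after adjustment (limma interaction). Scaling by the median of ratios gave 24 and 18, scaling to the miR reads 18 and 27 and voom 17 and 26, so that the direction depended on the scaling, with 0 after adjustment under each of the 3 (limma). The total was 25 without old control 3, 155 without old control 4 and 86 without old day 4 replicate 8. The adjusted count was 51 without old control 4, 5 without old day 4 replicate 8, and 0 without any of the other old controls and day 4 replicates, young controls 2 and 5, or young day 4 replicates 2, 3 and 4.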

**Figure 2:**
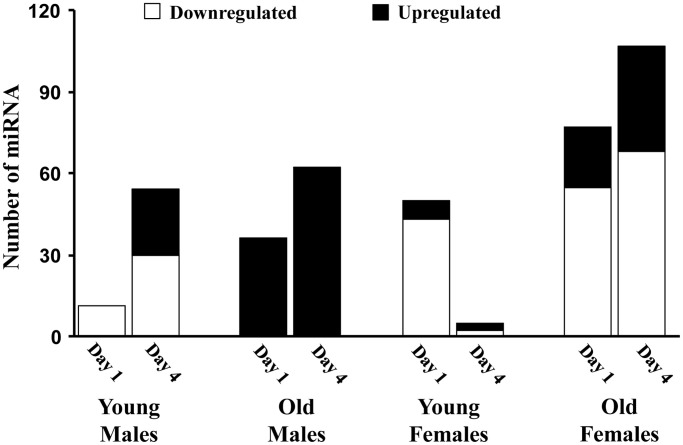
**The number of miRs differentially expressed for each age and sex group.** Summary of the total number of miRs increased (black) or decreased (white) expression in the hippocampus 1 or 4 days after sepsis relative to age-matched controls.

### Young adult male mice

On day 1 following sepsis, young males exhibited 11 downregulated miRs compared to controls, in the absence of upregulated miR (Figure 2). 

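In young males on day 1, 11 miRs were lowered and 0 raised at an unadjusted p below 0.05 in limma, and 0 of them remained after adjustment. Limma's voom on the recovered reads gave 9 raised and 18 lowered. Scaling by the median of ratios gave 15 raised and 15 lowered, and scaling to the miR reads alone 9 raised and 17 lowered. The median log2 fold change of all 381 miRs was -0.13 as deposited. With libraries left out, raised miRs numbered 4, 2 and 3 without controls 2, 3 and 4 and 5 and 2 without day 1 replicates 1 and 2, and lowered miRs 6 without control 5 and 19 and 1 without day 1 replicates 1 and 2. Of the 11 lowered miRs, 10 kept the call with the median of ratios and 9 with the miR reads. The largest fall with non-overlapping values was that of miR-98-3p, an X-linked miR in an intron of Huwe1 (chromosome X, 151913214 to 151913321), from 11.2 ± 7.80 to 3.75 ± 1.81 normalized counts (SD, n = 4), a log2 fold change of -1.28 (standard error 0.46). Control 3 had the highest miR-98-3p count of the controls, and without it the log2 fold change was -0.90 and the call was lost. It was also lost without day 1 replicate 2 (-0.94). The erythrocyte miR-451a was among the 11, with 212 ± 89.7 normalized counts on day 1 and 385 ± 107 in controls (log2 fold change -0.92, standard error 0.36). Its call was lost without control 3 (-0.75), day 1 replicate 2 (-0.70) or day 1 replicate 3 (-0.80).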

On day 4 following sepsis, the number of downregulated miRs increased to 30 and included 2, miR-335-3p and miR-let-7d-3p, which were also decreased on day 1. 

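On day 4 in young males, 31 miRs were lowered. Normalized counts of miR-335-3p were 58.0 ± 20.6 (SD, n = 4) in young male controls, 31.6 ± 7.77 on day 1 and 15.4 ± 2.65 on day 4. Its log2 fold change was -0.82 (standard error 0.33, adjusted p = 0.924) on day 1, with 3 of 4 septic libraries below every control, and -1.79 (standard error 0.33, adjusted p = 0.00418) on day 4, with 4 of 4 below. The day 4 change stayed between -1.96 and -1.60 with each library left out, whereas the day 1 call was lost without control 2, control 5 or day 1 replicate 4 (-0.72 to -0.63). The precursor of miR-335-3p lies on chromosome 6 of GRCm38 from 30741299 to 30741396, in an intron of Mest. Counts of let-7d-3p were 307 ± 87.3 in controls, 151 ± 61.9 on day 1 (log2 fold change -1.10, standard error 0.51, adjusted p = 0.924) and 146 ± 62.4 on day 4 (-1.16, standard error 0.51, adjusted p = 0.318). On each day, all 4 septic values of let-7d-3p lay below every control. The day 1 call of let-7d-3p was lost without control 2, 3 or 5 or day 1 replicate 2 or 4 (-1.15 to -0.74), and the day 4 call without control 3 or 5 or day 4 replicate 1 or 4 (-1.16 to -0.82). Its precursor lies on chromosome 13 from 48536012 to 48536114, in an exon of the long noncoding RNA 6720427I07Rik. Both days share the same 4 controls, so unchanged groups would also share DEmiRs. In 100 simulated draws of unchanged miRs, a mean of 1.87 (highest 5) were lowered on both days when miRs varied independently and 3.45 (highest 61) when whole libraries were drawn. At least 2 were shared in 57 and 22 of the draws. The number lowered on both days was 0, 6, 4 and 1 without controls 2, 3, 4 and 5, 6, 1 and 0 without day 1 replicates 1, 2 and 4, and 1 without day 4 replicate 1 or 4.

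**Figure D2:**
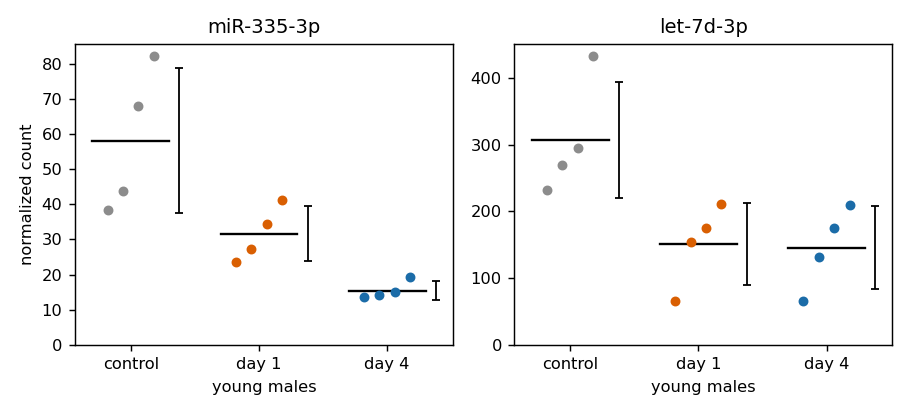
Normalized counts of miR-335-3p and let-7d-3p in young male controls and on days 1 and 4 after sepsis. Dots are libraries, horizontal lines the mean and bars at the right the SD (n = 4). The mean of miR-335-3p goes from 58.0 to 31.6 and 15.4, and that of let-7d-3p from 307 to 151 and 146.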

Expression of miR-let-7d-3p has been linked the regulation of the inflammatory response [40, 41] and expression of miR-335-3p has been linked to the response to stress [42] and regulation of neuroprotection and neurodegeneration [43, 44]. In addition, elevated expression of miR-335-3p has been associated with poorer memory during aging [45] and inhibition of estrogen receptor expression [46]. Upregulation was observed for 24 miRs on day 4.

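On day 4 in young males, 25 miRs were raised. After adjustment 2 of the raised and 3 of the lowered miRs remained. Scaling by the median of ratios gave 53 raised and 38 lowered, with 12 after adjustment, and all 25 kept the call. The median log2 fold change of all miRs was -0.13 as deposited. Raised miRs numbered 13 without day 4 replicate 2, and lowered ones 18 without control 2 or control 5, 15 without day 4 replicate 4 and 46 without control 3. Of the raised miRs with non-overlapping values, the 2 with the largest change were miR-130a-3p and miR-3106-5p. Counts of miR-130a-3p (chromosome 2, 84741115 to 84741178) were 399 ± 425 (SD, n = 4) on day 4 and 108 ± 49.6 in controls, a log2 fold change of 1.58 (standard error 0.58, adjusted p = 0.223). Replicate 1 held 1036.5 counts and the other 3 septic libraries 169 to 203. Without replicate 1 the log2 fold change of miR-130a-3p was 0.96, and without control 5 it was 1.11, and in each case the call was lost. Counts of miR-3106-5p (chromosome 8, 16168757 to 16168838, in an intron of Csmd1) were 51.0 ± 11.0 on day 4 and 18.3 ± 8.14 in controls (log2 fold change 1.54, standard error 0.35, adjusted p = 0.0262), and its call was kept without each library (1.16 to 1.75).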

### Old adult male mice

In contrast to young males, the response in old males was limited to up regulation of miRs for both day 1 and day 4. 

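In old males, limma called 0 miRs lowered on day 1 and 0 on day 4 at an unadjusted p below 0.05, against 34 and 61 raised, none of which remained after adjustment. The distribution was shifted above 0, with a median log2 fold change over all 381 miRs of 0.32 on day 1, when 87.9% were positive, and 0.43 on day 4, when 91.1% were. Under median-of-ratios scaling the medians were -0.02 and -0.01. That scaling gave 6 raised and 15 lowered on day 1 and 12 raised and 14 lowered on day 4. Scaling to the miR reads alone gave 6 raised and 14 lowered on day 1 and 9 raised and 14 lowered on day 4, and voom on the recovered reads 6 and 14, and 8 and 12. Of the 34 and 61 raised miRs, 6 and 12 kept the call with the median of ratios and 6 and 9 with the miR reads. Old and young males were scaled in the same table. Day 4 counts depended on single libraries. Raised miRs numbered 170 without control 4 and 108 without day 4 replicate 8, in each case with 1 lowered. They numbered 15 without control 3, 21 without control 1, 30 without control 2, and 22, 35 and 32 without day 4 replicates 2, 3 and 5. On day 1 there were 2 lowered miRs without day 1 replicate 1.

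**Figure D3:**
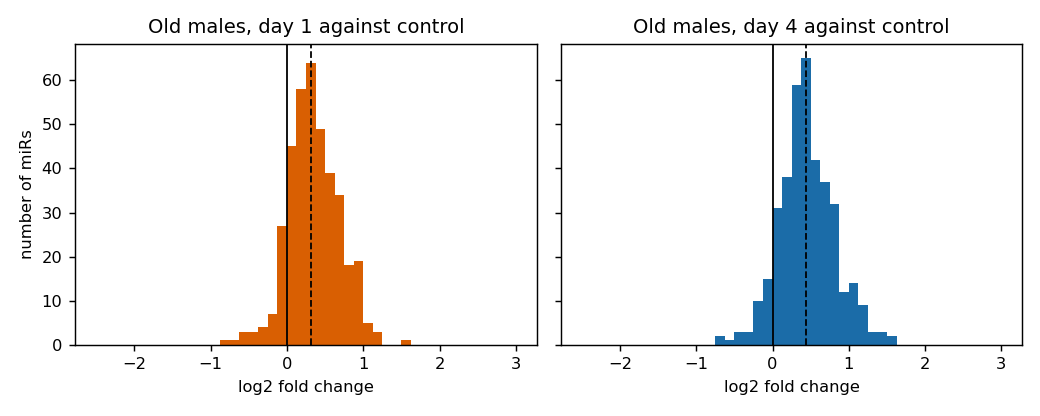
Distribution of the log2 fold change of 381 miRs in old males on day 1 and on day 4 against controls. The solid line is at 0 and the dashed line at the median, 0.32 on day 1 and 0.43 on day 4.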

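In old males, 19 miRs were raised on both days after sepsis, and 18 of them are among the 22 of Table 1. The remaining miR, miR-669c-5p, was named only after its values were seen, with a log2 fold change of 1.21 on day 1, a call lost without control 1, 2 or 3 or day 1 replicate 1 or 4 (0.89 to 1.13), and of 1.49 on day 4, lost without day 4 replicate 2 (1.18) or 5 (1.07). Of the 22 miRs in the table, 20 were DEmiRs on day 1 and 20 on day 4. Their fold change, the mean over 4 libraries of the normalized count divided by the mean of the controls, was 1.40 to 2.80 on day 1 and 1.39 to 3.88 on day 4. As the 2 days share 4 controls, unchanged miRs were simulated in 100 draws, which gave a mean of 1.95 raised on both days (highest 8) with independent miRs and 1.59 (highest 43) with whole libraries drawn. At least 19 were reached in 0 and 2 draws. Both calls were kept by 2 of the 19 under median-of-ratios scaling (miR-15b-5p and miR-669c-5p), and by 3 with the miR reads alone or voom. The number raised on both days was 107 without control 4, 4, 8 and 2 without controls 1, 2 and 3, and 12 without day 1 replicate 1 or day 4 replicate 3 or 5.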

For older males, 36 miRs were upregulated on day 1 and the number of upregulated miRs increased to 62 on day 4, with 22 increased on both days, relative to controls (Table 1). Three of the miRs upregulated on days 1–4 (miR-223-3p, miR-98-3p, miR-662-5p) are linked to the X-chromosome. 

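The precursor of miR-223-3p lies on chromosome X of GRCm38 from 96242817 to 96242926, and miR-98-3p is likewise X-linked. Neither table lists miR-662-5p. Among the 22 miRs of Table 1, miR-672-5p and miR-672-3p, in an intron of Nexmif (104116175 to 104116274), and miR-362-5p, in an intron of Clcn5 (7241982 to 7242046), are also X-linked. In old males miR-223-3p had 9.66 ± 6.79 normalized counts (SD, n = 4) in controls, 16.0 ± 5.10 on day 1 (log2 fold change 0.80, standard error 0.40) and 24.2 ± 13.4 on day 4 (1.24, standard error 0.40). Counts of miR-98-3p were 4.33 ± 4.49 in controls, 7.82 ± 3.01 on day 1 (0.96, standard error 0.46) and 7.16 ± 1.63 on day 4 (0.90, standard error 0.46). Counts of miR-672-5p were 12.6 ± 9.86 in controls, 23.4 ± 9.37 on day 1 (0.98, standard error 0.49) and 35.6 ± 25.1 on day 4 (1.33, standard error 0.49). Adjusted p was 0.498 for each on day 1, and 0.275, 0.306 and 0.275 on day 4. On day 1 miR-98-3p, and on day 4 miR-223-3p and miR-672-5p, were DEmiRs. The highest control value of each of these 3 miRs was that of control 4. On day 4 the call of miR-672-5p was lost without day 4 replicate 2 or 5 (1.00 each), and on day 1 that of miR-98-3p without control 1, 2 or 3 or day 1 replicate 1 or 3 (0.74 to 0.90).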

Examination of the pattern of expression for these 22 miRs indicated that 19 continued to increase from day 1 to day 4. 

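Of the 22 miRs of Table 1, 15 had a higher mean fold change on day 4 than on day 1. The largest was that of miR-362-5p, from 2.80 ± 1.16 (SD, n = 4) on day 1 to 3.88 ± 1.43 on day 4. Its precursor lies on chromosome X from 7241982 to 7242046, in an intron of Clcn5. No difference between the days exceeded the spread between replicates by the exact permutation test (two-sided, 4 against 4), whose lowest p over the 22 was 0.229 for miR-30b-5p, which went from 1.61 to 2.10, or 0.958 after adjustment over the table. The number higher on day 4 was 9 with scaling by the median of ratios, and 9 without day 4 replicate 3 to 18 without day 4 replicate 8.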

Although expression was above baseline, 3 miRs exhibited evidence of returning towards baseline. 

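The other 7 miRs had a lower mean fold change on day 4, namely let-7f-1-3p, miR-7a-1-3p, miR-31-3p, miR-15a-5p, miR-33-3p, miR-98-3p and miR-467e-5p. For these, as for the 15, the exact permutation test gave no p below 0.05 between the days.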

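On day 1 the 11 miRs lowered in young males and the 34 raised in old males went in opposite directions, so 0 were shared in 1 direction by limma at an unadjusted p below 0.05. Scaling by the median of ratios, scaling to the miR reads alone and voom each gave 1 shared miR, and so did leaving out old male day 1 replicate 1. On both lists, in opposite directions, were miR-98-3p and let-7f-1-3p. For let-7f-1-3p the log2 fold change was -0.83 in young males and 0.78 in old males, and its young value was looked up only after it was seen to be on both lists.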

No miRs were affected in the same direction on day 1 in young and older males. 

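In young males on day 4, miR-219a-5p rose from 72.4 ± 58.5 to 328 ± 164 normalized counts (SD, n = 4), a log2 fold change of 2.26 (standard error 0.56, adjusted p = 0.0326). Its control 3 held 160 counts and the other 3 controls 39.2 to 46.6, and without any 1 library the change stayed between 1.98 and 2.73. For miR-544-5p the counts were 14.8 ± 7.63 and 32.0 ± 7.26 (log2 fold change 1.20, standard error 0.37, adjusted p = 0.115), and for miR-223-3p 16.9 ± 5.78 and 33.1 ± 5.80 (0.98, standard error 0.40, adjusted p = 0.253), in each case with all 4 septic values above every control. The other 3 raised in young and old males alike, miR-15a-5p, miR-190a-3p and miR-344-3p, had log2 fold changes in young males of 0.85 (standard error 0.36), 0.90 (0.40) and 0.55 (0.25), with adjusted p of 0.272, 0.318 and 0.321. Single libraries decided 4 of these young male calls. That of miR-223-3p was lost without control 3 (0.75) or day 4 replicate 3 (0.88), and that of miR-15a-5p without control 4 or 5 or day 4 replicate 1 or 2 (0.66 to 0.78). That of miR-190a-3p was lost without control 4 or 5 or day 4 replicate 2 (0.61 to 0.79), and that of miR-344-3p without control 4 or 5 or day 4 replicate 1, 2 or 3 (0.41 to 0.56). Only miR-223-3p of the 6 kept its call in both ages under each of median-of-ratios scaling, scaling to the miR reads alone and voom. The number shared was 3 without young control 5, young day 4 replicate 2, old control 3 or old day 4 replicate 3, and 9 at most, without old control 4.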

There were 6 miRs that exhibited an increase on day 4, in young and old septic males. These miRs have been linked to inhibition of inflammation and neuroprotection (miR-223-3p, miR-544-5p, miR-219a-5p, miR-15a-5p) [47–54] and neural development and cognition (miR-190a-3p, miR-344-3p) [55, 56]. In addition, 5 miRs, which were increased in older males on day 4, exhibited downregulation in young males on day 4. 

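In old males on day 4, counts of miR-219a-5p were 148 ± 43.2 (SD, n = 4) in controls and 458 ± 276 after sepsis (log2 fold change 1.44, standard error 0.56), and those of miR-544-5p 20.3 ± 3.03 and 43.3 ± 11.5 (1.02, standard error 0.37). The changes of miR-15a-5p, miR-190a-3p and miR-344-3p were 0.76 (standard error 0.36), 1.06 (0.40) and 0.61 (0.25). Adjusted p was 0.275, or 0.295 for miR-15a-5p. Septic values lay above every control in 4 of 4 libraries for miR-544-5p, 3 of 4 for miR-219a-5p, miR-190a-3p and miR-344-3p, and 0 of 4 for miR-15a-5p. The call was lost for miR-219a-5p without day 4 replicate 2 (1.22) or 3 (1.11), for miR-15a-5p without control 1, 2 or 3 or day 4 replicate 3 or 5 (0.53 to 0.73), for miR-190a-3p without control 3 (0.79) or day 4 replicate 3 (0.87), and for miR-344-3p without control 1 or 3 or day 4 replicate 2 (0.47 to 0.57). On GRCm38 the precursor of miR-544-5p lies on chromosome 12 (109729325 to 109729402), that of miR-15a-5p on chromosome 14 in an intron of Dleu2 (61632027 to 61632110) and that of miR-190a-3p on chromosome 9 in an intron of Tln2 (67236660 to 67236726). Mature miR-219a-5p comes from 2 precursors, on chromosome 17 (34024983 to 34025092) and chromosome 2 (29845631 to 29845727), and miR-344-3p from 2 on chromosome 7 (61877770 to 61877864 and 61940027 to 61940106), so their reads cannot be assigned to 1 locus.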

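The 5 miRs raised in old and lowered in young males on day 4 were let-7a-5p, let-7b-5p, let-7c-5p, miR-672-5p and miR-674-5p, the last named only after its values were seen. In young males let-7c-5p fell from 3705.5 ± 1408.6 to 1346.4 ± 394 normalized counts (SD, n = 4), a log2 fold change of -1.43 (standard error 0.53, adjusted p = 0.223), with all 4 septic values below every control. In old males it rose from 1141.6 ± 1031.9 to 2601.4 ± 1741.3 (1.25, standard error 0.53, adjusted p = 0.275), with 2 of 4 above every control. Counts of miR-672-5p went from 50.8 ± 18.7 to 19.3 ± 5.38 in young males (-1.31, standard error 0.49), and those of miR-674-5p from 393 ± 132 to 225 ± 41.2 (-0.75, standard error 0.36). The old male change of miR-674-5p, from 192 ± 99.3 to 320 ± 117, was 0.77 (standard error 0.36). Tested as an interaction in limma, the response in old minus young males was 2.68 for let-7c-5p, 2.64 for miR-672-5p and 1.53 for miR-674-5p (adjusted p = 0.114, 0.0995 and 0.214). Under median-of-ratios scaling these differences were 2.09, 2.09 and 0.94. As the 5 miRs were chosen for opposite calls in the 2 ages, a low unadjusted p of their interaction follows from the choice. Under that scaling let-7a-5p and miR-672-5p kept the call in both ages, and with the miR reads alone miR-672-5p did. The old male call of let-7c-5p was lost without control 1, 2 or 3 or day 4 replicate 2 or 5 (0.89 to 1.17). That of miR-674-5p was lost without the same libraries (0.61 to 0.70), and its young male call without control 2, 4 or 5 or day 4 replicate 1, 3 or 4 (-0.77 to -0.59). The number of miRs with opposite directions was 0 without old day 4 replicate 2 or 5, 2, 2, 1 and 17 without old controls 1 to 4, and 3 without young control 2 or young day 4 replicate 3 or 4.

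**Figure D4:**
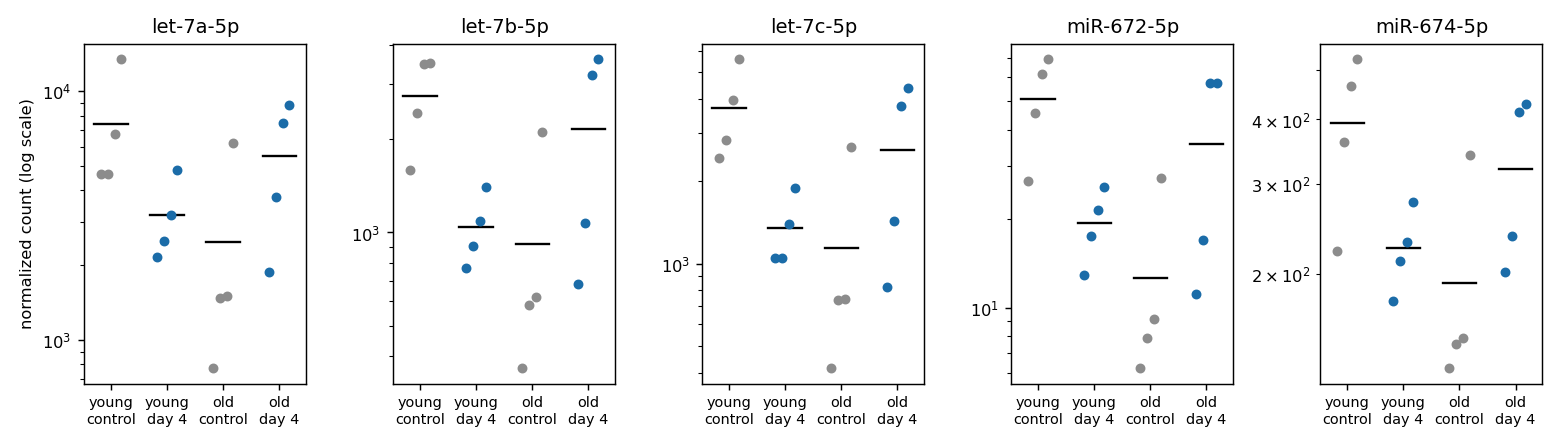
Normalized counts, on a log axis, of the 5 miRs in young and old male controls and on day 4 after sepsis. Dots are libraries and horizontal lines the mean (n = 4). The mean of let-7c-5p goes from 3705.5 to 1346.4 in young males and from 1141.6 to 2601.4 in old males.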

Again, these miRs are associated with neuroprotection and reduced neuroinflammation, including let-7c-5p [57]. However, upregulation of let-7b-5p [58, 59] and let-7a-5p [60] in older males may be markers of metabolic stress consistent with a delayed/prolonged response in older males during a time when younger animals are exhibiting resolution of inflammation.

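Counts of let-7b-5p were 918 ± 797 (SD, n = 4) in old male controls and 2146.0 ± 1481.2 on day 4, a log2 fold change of 1.23 (standard error 0.52, adjusted p = 0.275), against 2752.0 ± 927 and 1039.3 ± 274 in young males (-1.37, standard error 0.52, adjusted p = 0.225). For let-7a-5p they were 2490.3 ± 2494.5 and 5481.2 ± 3214.3 in old males (1.36, standard error 0.54, adjusted p = 0.275), and 7384.9 ± 4159.8 and 3179.8 ± 1197.5 in young males (-1.14, standard error 0.54, adjusted p = 0.333). The old male control 4 held 6197 counts of let-7a-5p and the other 3 controls 772 to 1507. In old males the call of let-7b-5p was lost without control 1, 2 or 3 or day 4 replicate 2 or 5 (0.87 to 1.16) and that of let-7a-5p without control 3 or day 4 replicate 2 or 5 (0.95 to 1.13). The young male call of let-7a-5p was lost without control 2 or 3 or day 4 replicate 1, 3 or 4 (-1.16 to -0.80). The interaction of old minus young was 2.50 for let-7a-5p and 2.60 for let-7b-5p (limma, adjusted p = 0.175 and 0.114). The precursor of let-7b-5p lies on chromosome 15 (85707319 to 85707403), and let-7a-5p comes from precursors on chromosomes 13 (48538179 to 48538272) and 9 (41536716 to 41536811). The paper reads the rise of these 2 miRs in old males as a possible marker of metabolic stress, which it finds compatible with a delayed or prolonged response while inflammation resolves in young males.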

**Table 1:** Mean ± SEM fold change, relative to the mean of old control males, for normalized counts of 22 miRs that increased expression on day 1 and day 4 of sepsis in old males.

**miR**	**Day 1**	**Day 4**	**Change Day 1 to Day 4**
mmu-miR-381-3p	1.40 ± 0.04	1.46 ± 0.09	up
mmu-miR-872-3p	1.45 ± 0.09	1.63 ± 0.24	up
mmu-let-7f-1-3p	1.51 ± 0.23	1.39 ± 0.12	down
mmu-miR-7a-1-3p	1.52 ± 0.07	1.49 ± 0.17	down
mmu-miR-212-3p	1.52 ± 0.10	1.58 ± 0.23	up
mmu-miR-31-3p	1.60 ± 0.07	1.59 ± 0.19	down
mmu-miR-30b-5p	1.61 ± 0.15	2.10 ± 0.35	up
mmu-miR-342-3p	1.61 ± 0.09	1.76 ± 0.31	up
mmu-miR-323-3p	1.64 ± 0.11	1.86 ± 0.46	up
mmu-miR-223-3p	1.65 ± 0.26	2.50 ± 0.70	up
mmu-miR-672-3p	1.66 ± 0.25	2.17 ± 0.41	up
mmu-miR-15a-5p	1.71 ± 0.13	1.53 ± 0.19	down
mmu-miR-30c-5p	1.72 ± 0.19	1.99 ± 0.18	up
mmu-miR-33-3p	1.72 ± 0.13	1.53 ± 0.12	down
mmu-miR-15b-5p	1.74 ± 0.03	1.87 ± 0.43	up
mmu-miR-98-3p	1.80 ± 0.35	1.65 ± 0.19	down
mmu-miR-106b-5p	1.82 ± 0.15	1.90 ± 0.30	up
mmu-miR-340-5p	1.84 ± 0.16	2.82 ± 0.94	up
mmu-miR-672-5p	1.85 ± 0.37	2.82 ± 0.99	up
mmu-miR-467e-5p	1.96 ± 0.37	1.68 ± 0.36	down
mmu-miR-190a-3p	1.97 ± 0.18	2.05 ± 0.34	up
mmu-miR-362-5p	2.80 ± 0.58	3.88 ± 0.72	up

### Young adult female mice

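In young females on day 1, 9 miRs were raised and 42 lowered, of which 0 remained after adjustment in limma. The median of ratios gave 20 raised and 31 lowered, and the same 9 and 31 of the 42 kept the call. The median log2 fold change of all 471 miRs was -0.14 as deposited. Raised miRs with non-overlapping values were miR-134-5p, with 402 ± 57.9 normalized counts (SD, n = 4) on day 1 and 293 ± 24.1 in controls (log2 fold change 0.44, standard error 0.19, adjusted p = 0.391), and let-7c-2-3p, with 270 ± 35.2 and 201 ± 30.0 (0.42, standard error 0.18, adjusted p = 0.391). The 2 largest falls with non-overlapping values were those of miR-222-3p and of miR-543-5p, which went from 47.2 ± 14.4 to 23.1 ± 5.95 (-0.98, standard error 0.27, adjusted p = 0.249). The call of miR-134-5p was lost without control 5 or 6 or day 1 replicate 1 or 5 (0.36 to 0.42), and that of let-7c-2-3p without control 5 (0.32) or day 1 replicate 1 (0.34). The lowered miRs numbered 84 without control 1, 23 without control 5 and 27 without day 1 replicate 7. Raised miRs numbered 14 without control 1 or day 1 replicate 6, 5 without control 5 or day 1 replicate 1, and 3 without day 1 replicate 5.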

For young females on day 1 following sepsis, the number of DEmiRs was approximately 5 fold more than young male; however, like males, most of the miRs, 43 out of 50, were downregulated (Figure 2). In addition, while young males exhibited an increased number of DEmiRs on day 4, young females exhibited a reduced number of DEmiRs on day 4 (3 upregulated and 2 downregulated), consistent with increased rate of recovery for young females over this time period [15]. 

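In young females on day 4, 3 miRs were raised and 3 lowered. The lowered miR with non-overlapping values and the largest change was miR-503-5p, an X-linked miR (53053984 to 53054054), with 96.0 ± 7.56 normalized counts (SD, n = 4) on day 4 and 170 ± 37.4 in controls (log2 fold change -0.79, standard error 0.19, adjusted p = 0.186, range without each library -0.95 to -0.69). The erythrocyte miR-144-5p was also lowered, with 10.3 ± 2.06 counts on day 4 and 20.1 ± 9.45 in controls (-0.80, standard error 0.38), a call lost without control 3 or 5 or day 4 replicate 1, 3 or 5 (-0.76 to -0.56). The other 4 were chosen for naming after their values were seen: miR-466d-3p, lowered, and miR-125b-2-3p, miR-3102-3p.2-3p and miR-495-5p, raised. The median of ratios gave 2 raised and 6 lowered. Raised miRs numbered 23 without control 5, 15 without control 3, 8 without day 4 replicate 5, 1 without replicate 4 and 0 without control 6 or day 4 replicate 3, and lowered miRs 7 without control 1 and 5 without day 4 replicate 5. Without control 5, 1 miR remained after adjustment.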

The DEmiRs for young females were not common across days, such that no miRs exhibited a similar directional change on day 1 and day 4. Furthermore, the DEmiRs were not the same as that observed for young males, with no common up or downregulated miRs on day 1 and only two miRNAs (miR-383-5p, miR-1249-3p) were downregulated on day 4 in both young females and young males. 

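Of the 51 DEmiRs of young females on day 1 and the 6 on day 4, 0 changed in the same direction on both days (limma, unadjusted p below 0.05). Without control 1, 5 did, and without control 5, 1 did. With no filter on low counts 3 did, and under each of the other settings run, leaving out libraries apart, 0 did.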

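Young males and young females shared 0 DEmiRs in the same direction on day 1 and 0 on day 4 (limma, unadjusted p below 0.05). In young males on day 4, miR-383-5p fell from 93.9 ± 25.3 to 53.6 ± 7.24 normalized counts (SD, n = 4; log2 fold change -0.76, standard error 0.36, adjusted p = 0.333) and miR-1249-3p from 53.0 ± 23.6 to 22.5 ± 11.8 (-1.26, standard error 0.50, adjusted p = 0.253), each with 3 of 4 septic values below every control. In young females on day 4, miR-383-5p had 242 ± 60.9 counts after sepsis and 220 ± 69.9 in controls (0.18, standard error 0.27, adjusted p = 0.994), and miR-1249-3p 498 ± 50.3 and 446 ± 114 (0.19, standard error 0.32, adjusted p = 0.994). Neither change in females exceeded the spread between replicates. The male call of miR-383-5p was lost without control 2, 4 or 5 or day 4 replicate 2, 3 or 4 (-0.79 to -0.66), and that of miR-1249-3p without control 3 (-1.01) or day 4 replicate 3 (-0.88). The precursors lie on chromosome 8 (38252133 to 38252202, in an intron of Sgcz) and chromosome 15 (84951526 to 84951623). On day 4, scaling by the median of ratios gave 1 shared miR, as did scaling to the miR reads and leaving out young female control 1 or 3.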

Downregulation of miR-383-5p may provide a neuroprotection against inflammation and associated oxidative stress [61]. Thus, for young animals, the initial response on day 1 is mainly a downregulation of miRs; although the specific miRs differ across sex, suggesting a sexually dimorphic response to sepsis. Furthermore, young females exhibited considerable recovery from day 1 to day 4.

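Whether sepsis acted differently on a miR in young males and young females was not tested. From the different miRs lowered on day 1 in young males and young females, the paper proposes a sexually dimorphic response to sepsis in young animals.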

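Compared directly, day 4 differed from day 1 in young females for 81 miRs that were higher and 14 that were lower, of which 25 remained after adjustment (limma, lowest adjusted p = 0.00999). The median log2 fold change of all 471 miRs from day 1 to day 4 was 0.25. With scaling by the median of ratios 53 were higher and 44 lower, with 16 after adjustment. The adjusted count was 0 without day 1 replicate 5 or day 4 replicate 3, 1 without day 4 replicate 1 or 4, 8 without day 1 replicate 7, and 36 at most with any other library left out.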

### Old adult female mice

Similar to the age comparison for young and old males, older females were more responsive than young females, on day 1 after sepsis, exhibiting 22 upregulated and 55 downregulated miRs (Figure 2). 

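In old females on day 1, 21 miRs were raised and 55 lowered, and 2 of the raised and 6 of the lowered remained after adjustment in limma. The median of ratios gave 32 raised and 47 lowered, with 10 after adjustment, and 21 and 47 of the DEmiRs kept the call. Lowered miRs numbered 33 without day 1 replicate 1 and 38 to 56 without each other library. Apart from miR-7b-3p, the raised miR with non-overlapping values and the largest change was miR-1961, with 18.5 ± 6.92 normalized counts (SD, n = 4) on day 1 and 6.18 ± 2.81 in controls (log2 fold change 1.45, standard error 0.49, adjusted p = 0.135). After miR-146a-5p, the largest fall with non-overlapping values was that of miR-135a-5p, from 1839.5 ± 1467.6 to 571 ± 95.6 (-1.40, standard error 0.32, adjusted p = 0.0187, range without each library -1.74 to -0.93). Its reads come from precursors on chromosome 10 (92072086 to 92072185) and chromosome 9 (106154124 to 106154213) and cannot be assigned to 1 of them. The response of old and young females was tested as an interaction, in which 11 miRs had a higher response in old females and 17 a lower one.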

Three miRs were upregulated in young and older females on day 1 (miR-190a-3p, miR-let-7a-1-3p, miR-3085-3p). 

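On day 1, 4 miRs were raised in young and old females: miR-190a-3p, let-7a-1-3p, miR-3085-3p and miR-544-3p, the last named only after its values were seen. Counts of let-7a-1-3p were 104 ± 34.0 (SD, n = 4) in young controls and 172 ± 35.4 on day 1 (log2 fold change 0.75, standard error 0.24, adjusted p = 0.265), and 124 ± 23.2 and 190 ± 13.1 in old females (0.63, standard error 0.24, adjusted p = 0.163). Counts of miR-190a-3p were 52.9 ± 9.16 and 71.3 ± 11.1 in young females (0.43, standard error 0.18) and 92.9 ± 8.43 and 129 ± 17.0 in old females (0.47, standard error 0.18). For miR-3085-3p, on chromosome 19 (42280082 to 42280170), they were 29.3 ± 6.33 and 45.8 ± 13.3 in young females (0.61, standard error 0.27) and 23.0 ± 3.34 and 46.6 ± 5.89 in old females (0.99, standard error 0.27, adjusted p = 0.0580). Septic values of these miRs lay above every control in 3 of 4 young and 4 of 4 old libraries. The change of miR-544-3p was 0.47 (standard error 0.23) and 0.58 (standard error 0.23). The call of miR-190a-3p was lost without young control 5 (0.32) or young day 1 replicate 5 (0.33) and without old day 1 replicate 1 (0.38), and that of miR-3085-3p without young control 5 or 6 or young day 1 replicate 1 or 7 (0.44 to 0.59). On day 4, let-7a-1-3p was lowered in old females (-0.71, standard error 0.24, adjusted p = 0.0848), looked up only after it was seen on that list. All 4 kept both calls with scaling by the median of ratios on day 1, and 1, let-7a-1-3p, did when each comparison was fitted with its 2 groups only. The young call of miR-544-3p was lost without control 3, 5 or 6 or day 1 replicate 1, 5 or 6 (0.38 to 0.50) and its old call without control 1 (0.47). The number shared was 1 without young control 5 and 2 without young control 6, young day 1 replicate 5 or old day 1 replicate 1.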

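In old males on day 1, miR-190a-3p rose from 14.2 ± 7.47 to 27.9 ± 4.97 normalized counts (SD, n = 4), a log2 fold change of 1.04 (standard error 0.40, adjusted p = 0.498), with 3 of 4 septic values above every control. Without control 3 the change was 0.77 and the call was lost. With scaling by the median of ratios or to the miR reads, the call of this miR in old males was lost on both days. On day 4 in old females, looked up only after miR-190a-3p was seen on the list of lowered miRs, its log2 fold change was -0.52 (standard error 0.18, adjusted p = 0.0848).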

Interestingly, miR-190a-3p, which is neuroprotective [62, 63] was also upregulated in old males on day 1 and both young and old males on day 4. miR-let-7a is induced by systemic inflammation and regulated by estradiol [64]. 

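On day 1, 7 miRs were lowered in both young and old females. Of these, miR-222-3p fell from 2441.6 ± 444 to 1143.8 ± 239 normalized counts (SD, n = 4) in young females (log2 fold change -1.10, standard error 0.24, adjusted p = 0.0601) and from 1787.3 ± 487 to 1052.7 ± 130 in old females (-0.73, standard error 0.24, adjusted p = 0.135), with all 4 septic values below every control at each age. For miR-127-3p the counts were 3323.4 ± 1411.2 and 1501.5 ± 565 in young females (-1.11, standard error 0.34) and 2594.1 ± 1247.7 and 1208.1 ± 188 in old females (-0.99, standard error 0.34). The other 5, miR-221-3p, miR-299a-3p, miR-337-5p, miR-541-5p and miR-652-3p, had log2 fold changes of -0.67 to -0.51 in young females and -0.65 to -0.40 in old females. Adjusted p was 0.249 to 0.420 in young and 0.135 to 0.267 in old females for the 6 miRs apart from miR-222-3p. With scaling by the median of ratios 4 of the 7 kept both calls (miR-127-3p, miR-222-3p, miR-337-5p and miR-541-5p). The young call of miR-221-3p (-0.37) and the old calls of miR-299a-3p (-0.54) and miR-652-3p (-0.33) were lost. Leaving out libraries lost the young call of miR-221-3p (without control 3 or 5 or day 1 replicate 5, 6 or 7, -0.53 to -0.34), miR-299a-3p (day 1 replicate 1, -0.47) and miR-541-5p (control 5, -0.43, or control 6, -0.44). It lost the old call of miR-299a-3p (control 1 or 4 or day 1 replicate 2, -0.56 to -0.47), miR-541-5p (control 4 or day 1 replicate 1 or 3, -0.48 to -0.37) and miR-652-3p (control 2, 3 or 4 or day 1 replicate 1, 2 or 3, -0.41 to -0.35). The number shared was 5 at least, without old day 1 replicate 1, and was 17 without young control 1 and 11 without young day 1 replicate 1.

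**Figure D5:**
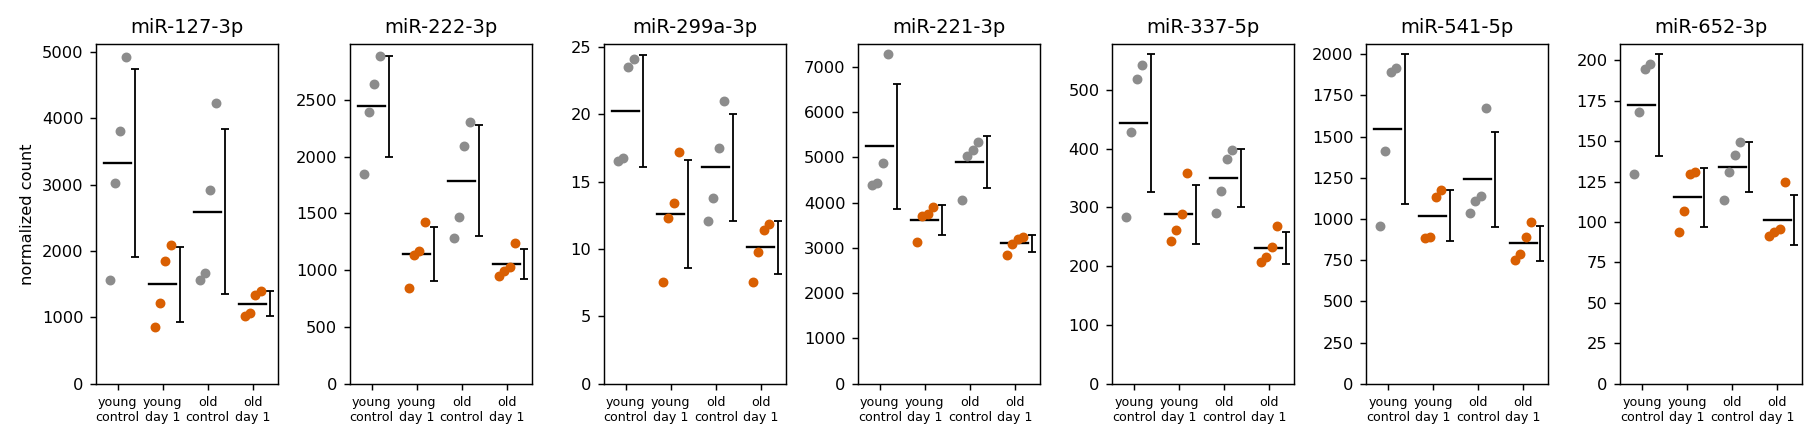
Normalized counts of the 7 miRs in young and old female controls and on day 1 after sepsis. Dots are libraries, horizontal lines the mean and bars at the right the SD (n = 4). The mean of miR-222-3p goes from 2441.6 to 1143.8 in young and from 1787.3 to 1052.7 in old females.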

Seven miRs were downregulated on day 1 in both young and old females (miR-127-3p, miR-222-3p, miR-299a-3p, miR-221-3p, miR-337-5p, miR-541-5p, miR-652-3p). 

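On GRCm38 the precursors of miR-222-3p (19146893 to 19146971) and miR-221-3p (19146294 to 19146388) are neighbours on chromosome X, and that of miR-652-3p lies in an intron of Tmem164 (142739000 to 142739097). The precursors of miR-127-3p (109592846 to 109592915), miR-299a-3p (109710638 to 109710700), miR-337-5p (109585789 to 109585885) and miR-541-5p (109742409 to 109742498) lie in the Dlk1-Dio3 region of chromosome 12, an imprinted cluster that holds 105 of the miRs listed.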

Three are linked to the X-chromosome (miR-222-3p, miR-221-3p, miR-652-3p). In this case, downregulation has been linked to reduced inflammation (miR-222-3p, miR-221-3p) [65–69]. Thus, on day 1 following sepsis, the expression of miR in young and old females is suggestive of process for neuroprotection and reduced inflammation. 

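On day 4, young and old females shared 0 DEmiRs in the same direction (limma, unadjusted p below 0.05). With no filter on low counts there were 2, without old day 4 replicate 7 also 2, and 1 without young day 4 replicate 4, old control 2 or old day 4 replicate 2. A difference between the ages in the day 4 response was tested as an interaction, at an unadjusted p below 0.05 for 25 miRs with a higher and 55 with a lower response in old females, none of which remained after adjustment in limma (lowest adjusted p = 0.110). Without old day 4 replicate D4 the 80 became 130, with 39 after adjustment, and the adjusted count was 3 without old control 1 and 1 without old control 2.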

No miRs were common for young and old females on day 4, likely due to the considerable recovery of young females.

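In old females, 18 miRs were lowered on both days, and all of them are among the 18 of Table 2. Their fold change against the mean of the controls was 0.311 to 0.711 on day 1 and 0.302 to 0.725 on day 4. After adjustment the lowest p of the 18 was 0.00773 on day 1, for miR-320-3p, which went from 559 ± 101 to 247 ± 55.8 normalized counts (SD, n = 4; log2 fold change -1.18, standard error 0.24), and 0.00177 on day 4, for miR-322-5p. The precursor of miR-320-3p lies on chromosome 14 (70443510 to 70443591). On both days, 2 miRs were raised. For miR-542-3p, on chromosome X (53049403 to 53049487), the counts were 4.31 ± 0.751 in controls, 8.05 ± 1.05 on day 1 (0.77, standard error 0.24, adjusted p = 0.121) and 9.56 ± 3.62 on day 4 (0.93, standard error 0.24, adjusted p = 0.0423). For miR-5121, on chromosome 7 (45126918 to 45126991, in an exon of Rpl13a), they were 8.51 ± 1.45, 13.6 ± 2.53 (0.61, standard error 0.24) and 13.0 ± 5.00 (0.51, standard error 0.24). The call of miR-5121 was lost on day 1 without day 1 replicate 1 (0.51) and on day 4 without control 1, 2 or 4 or day 4 replicate 2 or D4 (0.29 to 0.53). For miR-669b-5p, in an intron of Sfmbt2 on chromosome 2 (10467790 to 10467886), they were 4.30 ± 2.87, 6.32 ± 1.01 (0.61, standard error 0.32, adjusted p = 0.349) and 8.60 ± 1.98 (0.99, standard error 0.32, adjusted p = 0.0788), a DEmiR on day 4. In 100 simulated draws of unchanged miRs against shared controls, a mean of 2.20 (highest 7) were lowered and 2.37 (highest 5) raised on both days with independent miRs, and 2.56 (highest 39) and 2.23 (highest 29) with whole libraries drawn. At least 18 were lowered in 0 and 2 draws, and at least 2 were raised in 70 and 32. With each library left out, the number lowered on both days was 12 to 22 (12 without day 1 replicate 1) and the number raised 1 without day 1 replicate 1 and 4 without control 2, control 4 or day 4 replicate 7.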

For both day 1 and day 4 for older females, 18 miRs were downregulated (Table 2) and 3 miRs were upregulated (miR-669b-5p, miR-5121, miR-542-3p). For the downregulated miRs, nine continued to decrease on day 4, while 9 exhibited a return towards baseline. 

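Of the 18 miRs lowered on both days in old females, 10 had a higher mean fold change on day 4 than on day 1 and 8 a lower one. The 8 were miR-135b-5p, miR-409-5p, miR-129-2-3p, miR-322-5p, miR-377-5p, miR-370-3p, miR-135a-5p and miR-130a-3p. Between the days, the exact permutation test of the fold changes gave a p below 0.05 for miR-322-5p alone. Its fold change was 0.630 ± 0.110 (SD, n = 4) on day 1 and 0.353 ± 0.0422 on day 4 (exact permutation test, two-sided, p = 0.0286, or 0.514 after adjustment over the 18). As 0.0286 is the smallest p this test can give, it does not exclude a difference for the other miRs. For miR-320-3p the log2 fold change against controls was -1.18 on day 1 and -0.53 on day 4 (exact permutation test between the days, p = 0.0857). With each library left out the number higher on day 4 was 7 to 13.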

When comparing older males and older females, older females exhibit mainly downregulation of miR on day 1 and day 4, and older males exhibited only upregulated miR. 

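On day 4, 63.3% of the DEmiRs of old females were lowered and none of those of old males. The median of ratios gave shares of 55% and 53.8%. For old females the excess of lowered miRs on day 4 kept its direction without each library, with 49 to 99 lowered (49 without day 4 replicate 2 and 99 without day 4 replicate D4) and 27 to 54 raised. A difference between old males and old females was not tested for any miR.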

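Raised on day 1 in both old males and old females were 4 miRs, miR-190a-3p, miR-362-5p, miR-31-3p and miR-7b-3p. In old males let-7a-1-3p went from 12.5 ± 8.27 to 22.6 ± 10.7 normalized counts (SD, n = 4), a log2 fold change of 0.89 (standard error 0.44, adjusted p = 0.498) that was not at an unadjusted p below 0.05. For miR-362-5p the counts in old males were 2.70 ± 0.864 and 7.57 ± 3.14 (1.14, standard error 0.50), and in old females 38.8 ± 34.7 and 66.0 ± 8.32 (1.44, standard error 0.56, adjusted p = 0.175). For miR-31-3p, on chromosome 4 (88910557 to 88910662), they were 32.3 ± 17.4 and 51.6 ± 4.77 in old males (0.78, standard error 0.32), and 89.0 ± 33.9 and 169 ± 8.50 in old females (1.00, standard error 0.30, adjusted p = 0.0937). In old males miR-7b-3p went from 3.85 ± 1.31 to 6.32 ± 1.36 (0.62, standard error 0.27). The old male calls were lost for miR-31-3p without control 2 (0.70) or 3 (0.60), for miR-7b-3p without control 3 (0.45) or day 1 replicate 2 (0.50), and for miR-362-5p without control 1 or 4 or day 1 replicate 1, 2 or 4 (1.00 to 1.07). The old female call of miR-362-5p was lost without control 1 (0.56). None of the 4 kept both calls with scaling by the median of ratios, scaling to the miR reads or voom. The number shared was 1 without old male control 3 and 7 without old male control 4.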

Across the two groups, five miRs (miR-190a-3p, let-7a1-3p, miR-362-5p, miR-31-3p, miR-7b-3p) were up regulated on day 1 in older males and older females. Five different miRs (miR-30c-5p, miR-30b-5p, miR-143-3p, miR-384-5p, miR-380-3p) were up regulated on day 4 across all older animals.

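In old males on day 4, miR-30b-5p went from 1853.4 ± 1250.8 to 3893.9 ± 1305.4 normalized counts (SD, n = 4; log2 fold change 1.20, standard error 0.37, adjusted p = 0.275) and in old females from 4447.3 ± 2130.5 to 7080.5 ± 924 (0.77, standard error 0.30, adjusted p = 0.114). For miR-30c-5p they were 1300.2 ± 842 and 2582.5 ± 1085.1 in old males (1.06, standard error 0.38) and 3736.6 ± 1266.6 and 5726.4 ± 741 in old females (0.66, standard error 0.22, adjusted p = 0.0848). The changes of miR-143-3p, miR-384-5p and miR-380-3p were 1.01 (standard error 0.34), 0.65 (0.32) and 1.11 (0.52) in old males, and 0.80 (0.35), 1.14 (0.45) and 1.78 (0.56) in old females, with adjusted p of 0.275, 0.303 and 0.303, and of 0.160, 0.115 and 0.0727. The old male calls of miR-380-3p (0.80 to 1.02) and miR-384-5p (0.40 to 0.66) were each lost without control 1, 2 or 3 or day 4 replicate 2, 3 or 5, and that of miR-30c-5p without control 3 (0.80). The old female calls were lost for miR-143-3p without control 3 or 4 or day 4 replicate 4 or 7 (0.68 to 0.77), for miR-30b-5p without control 3 or 4 (0.62 to 0.63), and for miR-384-5p without control 3 or 4 or day 4 replicate 4 (0.93 to 1.00). With scaling by the median of ratios miR-30b-5p and miR-30c-5p kept both calls, and with scaling to the miR reads or voom miR-30b-5p alone did. The precursors of miR-30b-5p (68337415 to 68337510) and miR-143-3p (61649196 to 61649258) lie on chromosomes 15 and 18, that of miR-384-5p on chromosome X (105344282 to 105344369) and that of miR-380-3p in the Dlk1-Dio3 region (109711803 to 109711863), whereas miR-30c-5p has 2, on chromosomes 1 and 4. The number shared was 3, 3, 2 and 19 without old male controls 1 to 4, 3 without old male day 4 replicate 2, 3 or 5 and 10 without replicate 8. Without old female control 1 or day 4 replicate D4 it was 8, and without old female control 3 and day 4 replicate 4 it was 2 and 3.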

**Table 2:** Mean ± SEM fold change, relative to the mean of old control females, for normalized counts of 18 miRs that decreased expression on day 1 and day 4 of sepsis in old females.

**miR**	**Day 1**	**Day 4**	**Change Day 1 to Day 4**
mmu-miR-320-3p	0.44 ± 0.05	0.71 ± 0.10	up
mmu-miR-383-5p	0.53 ± 0.05	0.65 ± 0.12	up
mmu-miR-135b-5p	0.54 ± 0.06	0.53 ± 0.01	down
mmu-miR-495-5p	0.57 ± 0.01	0.57 ± 0.11	down
mmu-miR-409-5p	0.60 ± 0.06	0.57 ± 0.04	down
mmu-miR-129-2-3p	0.63 ± 0.06	0.55 ± 0.02	down
mmu-miR-322-5p	0.63 ± 0.06	0.35 ± 0.02	down
mmu-miR-377-5p	0.64 ± 0.04	0.50 ± 0.09	down
mmu-miR-671-5p	0.65 ± 0.10	0.72 ± 0.16	up
mmu-miR-370-3p	0.66 ± 0.05	0.65 ± 0.10	down
mmu-miR-324-5p	0.68 ± 0.05	0.72 ± 0.11	up
mmu-miR-125b-1-3p	0.71 ± 0.06	0.73 ± 0.06	up
mmu-miR-135a-5p	0.31 ± 0.03	0.30 ± 0.03	down
mmu-miR-130a-3p	0.39 ± 0.03	0.33 ± 0.08	down
mmu-miR-873a-3p	0.39 ± 0.04	0.41 ± 0.06	up
mmu-miR-26b-5p	0.48 ± 0.01	0.66 ± 0.10	up
mmu-miR-140-5p	0.56 ± 0.04	0.61 ± 0.03	up
mmu-miR-99b-3p	0.60 ± 0.08	0.65 ± 0.07	up

### Relationship between increased miR and mRNA

Theoretically, expression of miR and associated mRNA should be inversely correlated. In this case, we would expect that for the 22 miRs that increased 1–4 days following sepsis in old males, the associated mRNA should exhibit decreased expression. We used mRNA expression previously reported [15] for the same older male animals (*n* = 12), to determine if genes that were significantly (*p* < 0.05) upregulated or downregulated on day 1 and day 4, were associated with the 22 miR that were increased on both days. The predicted mRNA for each of the 22 miRs was obtained using mirWalk database [70].

Using the previously reported mRNA expression of older males [15], the percent of significantly (*p* < 0.05) differentially expressed genes, linked to each of the 22 miRs within each category (day 1 up 496 genes, day 1 down 701 genes, day 4 up 2932 genes, day 4 down 3508 genes) were determined (number of associated DEGs/total number of significant genes in each category) (Figure 3). The percent of DEGs associated with the miR was greatly increased on day 4. Due to differences in the number of DEGs, we might predict that the proportion linked to the miR would increase from upregulated to downregulated on day 1 (701/496 = 1.41) and on day 4 relative to day 1 upregulated (day 4 up 2932/496 = 5.91; day 4 down 3508/496 = 7.07). However, relative to upregulated genes on day 1, the percent of day 4 upregulated mRNA was 63% of predicted (13.2 observed/20.7 predicted) and the downregulated mRNA was 120% of predicted (29.7 observed/24.7 predicted) (Figure 3). The results indicate that the expected decrease in mRNA expression associated with increased miR expression was more prominent on day 4.

**Figure 3:**
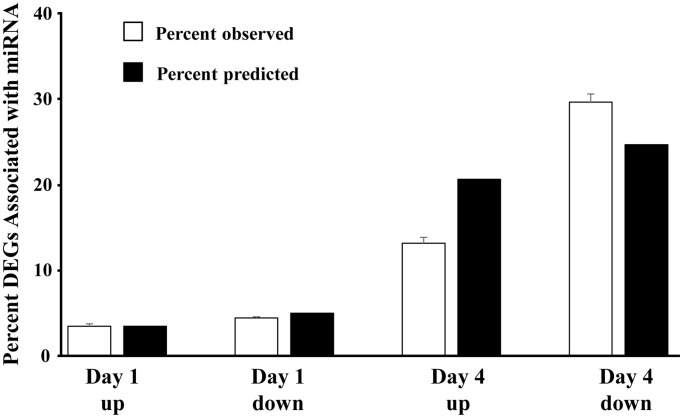
**Direction of mRNA expression associated with increased miR expression on day 1 and day 4 post-sepsis.** The open bars represent the mean + SEM percent of total differentially expressed genes, associated with the 22 miRs that increased in older males on day 1 and day 4, for each category (Day 1 and Day 4 up and downregulated genes). The filled bars represent the percent of differentially expressed genes, relative to day 1 upregulated, which are expected due to an increase in the total number of differentially expressed genes. Note that for day 4, the percent of upregulated differentially expressed genes is 68% of predicted and the percent of downregulated differentially expressed genes is 120% of predicted, suggesting that upregulated miRs are gaining control (i.e., downregulating) the associated mRNA.

A mismatch between expression of miR and mRNA is likely due to other transcriptional regulators, including the downregulation of repressor genes that would normally inhibit transcription [71, 72]. The ability of miR to inhibit gene expression maybe enhanced by an increase in the number of different miR that bind the specific mRNA of interest. To examine the effect of increasing number of different miRs that target individual genes, we examined how many of the 22 miR that were upregulated over days 1–4 in older males, targeted each gene that exhibited a significant increase or decrease in expression (Figure 4A). Most (>50%) of the mRNAs were associated with 1–2 miR. However, by day 4, there was a marked increase in the proportion of mRNA that exhibited decreased expression, which were associated with multiple (>2) miRs. Thus, the proportion of decreased mRNA associated with 3 or more miR went from 37% on day 1 to 49% on day 4 (Figure 4B). Together, the results suggest that by day 4, multiple miR appear to gain increasing control over expression of individual mRNA.

**Figure 4:**
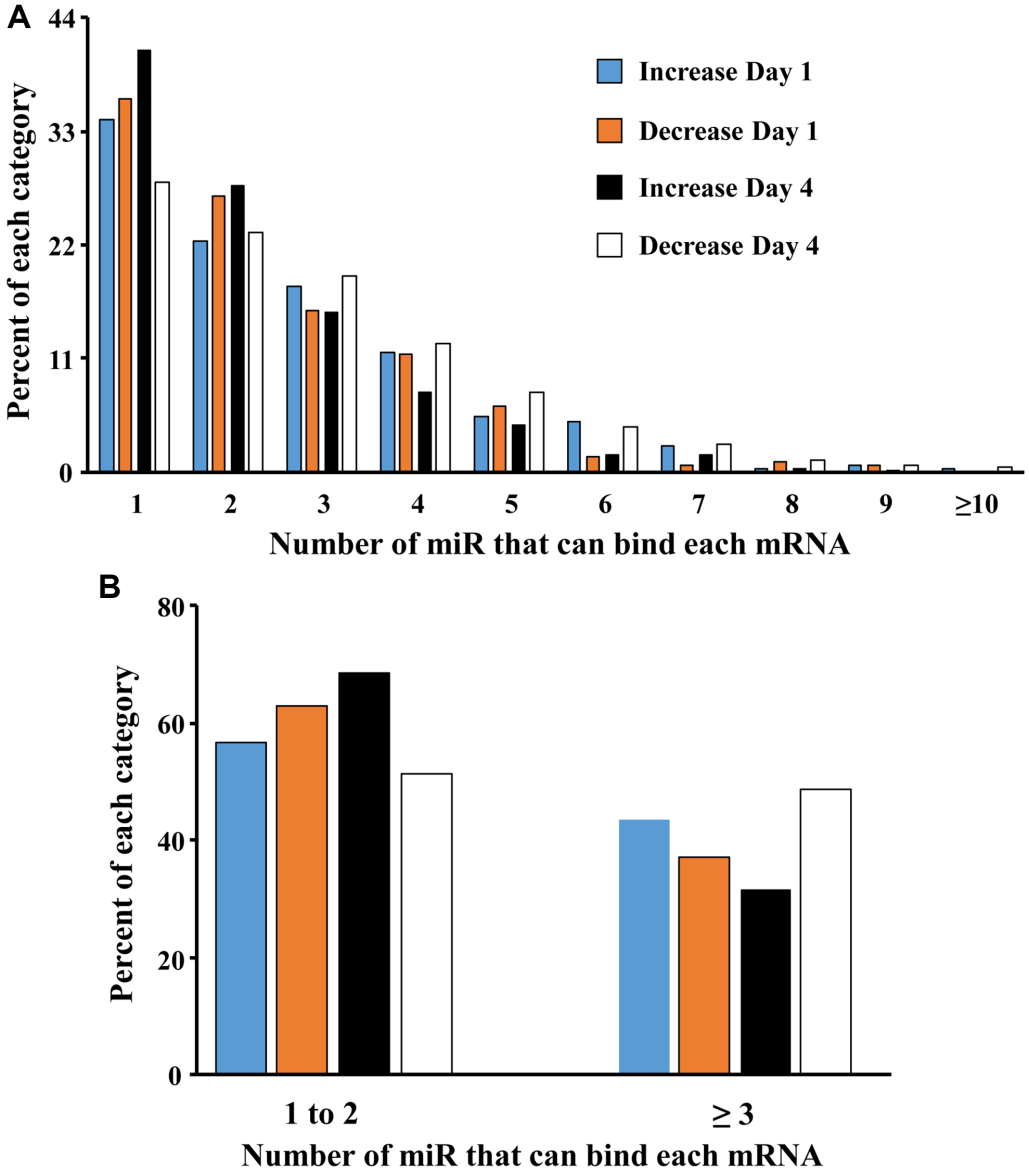
**Increasing the number of miRs associated with an individual gene promotes mRNA downregulation.** (**A**) Each bar represents the proportion of mRNAs (y-axis) that were upregulated on day 1 (blue bar) and day 4 (orange bar) or downregulated on day 1 (black bar) and day 4 (white bar) and were associated with 1 to ≥10 of the 22 miRs (x-axis) that increase in older males. (**B**) Collapsing the data to show that the percent of gene expression associated with 1–2 or ≥3 miRs. Note that on day 4, mRNA associated with ≥3 miRs are more likely to be downregulated.

## DISCUSSION

Variability in cognitive decline during aging is associated with genetic factors, including sex, and environmental factors, including the history of severe inflammation, that act through epigenetic mechanisms to modify the trajectory of cognitive decline [14, 25, 73]. Sex differences are observed for the response and recovery of brain damage, infectious diseases, and aging [15, 31, 74–76], possibly due to sex steroids, sex chromosomes, and epigenetic differences. Our previous work indicates sex and age differences in the hippocampal transcriptional response and recovery from sepsis [15]. The current study indicates a similar pattern of expression for miR. Over all, females were the most responsive group on day 1. In particular, females exhibited more miR downregulated on day 1 and several were common in young and old females. Several common miRs, which were downregulated on day 1 in young and aged females, are located on the X-chromosome and have been reported to regulate inflammation including miR-222-3p [65, 77], miR-221-3p [69, 78–80], and miR-652-3p [81]. In contrast, older males exhibited increased expression of three different X-chromosome miR (miR-223-3p, miR-98-3p, miR-662-5p). In this case, an increase in miR-223-3p appears to protect against inflammation [47–49]. Anti-inflammatory properties of the sex steroid, estrogen, may contribute to the sexually dimorphic response to inflammation and sepsis and sepsis induced changes in miR may reflect a role for estrogen in recovery from inflammation. For example, young males exhibited downregulation of miR-335-3p on day 1 and day 4, which could enhance expression of estrogen receptor alpha [46]. Similarly, on day 1 young and older females exhibited upregulation of miR-222-3p which could increase estrogen receptor alpha expression [82]. 

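In every library of young females on day 1, miR-222-3p lay below the young female controls, with 842 to 1427 normalized counts against 1849 to 2889. In old females miR-222-3p had 950.1 to 1243 counts on day 1 and 1286 to 2302 in controls. The direction held under each scaling run.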

On day 4, young and older males exhibited increased expression of miR-15a-5p, which may regulate estrogen signaling [83]. Indeed, for the 22 miRs that were increased on day 1 and day 4 in older males, several (miR-30b-5p, miR-342-3p, miR-30c-5p, miR-106b-5p, miR-672-5p) have been linked to estrogen responsiveness [84–88].

The marked decrease in miR expression on day 1 may suggest a level of baseline control of gene expression by miR, which is rapidly altered during the cytokine storm. In contrast, the upregulated miR was more prominent on day 4 in males and older females. Relatively few miRs were altered in the same direction across days and were mainly limited to older animals. Again, differences across days may relate to the time course of the cytokine levels (i.e., cytokine storm) and the ability to recover from infection. For older females, 18 miRs were decreased on day 1 and day 4; however, half the miR exhibited evidence of recovery with expression moving towards baseline from day 1 to day 4, consistent with better recovery of females.

Very few miRs were similarly modified across age or sex, particularly for day 1. For some miRs that were consistently downregulated in young males on day 1 and day 4 (miR-let-7d-3p) or downregulated in young males and females on day 4 (miR-383-5p), previous research suggest that downregulation is neuroprotective against inflammation and associated oxidative stress [41, 42, 61]. Similarly, for miRs that exhibited an increase on day 4, in young and old septic males (miR-223-3p, miR-544-5p, miR-219a-5p, miR-15a-5p), the increased expression has been linked to inhibition of inflammation and neuroprotection [47–54]. Three miRs were upregulated in young and older females on day 1 (miR-190a-3p, let-7a-1-3p, miR-3085-3p). Increased expression of let-7a-1-3p [89] is associated with reduced inflammation following spinal cord injury. Increased miR-3085-3p may be responsible for the early inhibition of NFκB signaling [90]. Interestingly, miR-190a-3p, which is neuroprotective [62, 63], exhibited increased expression across sexes, in that it was also upregulated in old males on day 1 and both young and old males on day 4. In contrast, three of the five miRs that were up regulated on day 4 across older male and female animals (miR-143-3p, miR-380-3p, miR-384-5p) may contribute to neurotoxicity [91–96].

Severe systemic inflammation is a negative modifier of the trajectory of cognitive decline [14, 97]. Furthermore, elderly patients are more likely to suffer cognitive impairment after sepsis-associated encephalopathy [6, 7]. Epigenetic changes over the course of aging or due to the history of infection can either prime the brain to respond to immune stimulation or result in immune tolerance [14, 98, 99]. In this way, epigenetics regulates transcriptional responsiveness and susceptibility or resilience to stressors of aging, including systemic inflammation [14, 25, 100, 101]. Table 3 provides a summary of biological functions related to neuroinflammation, neuroprotection, neurodegeneration, and cognition for some of the 22 miRs, which were increased in older male mice, and may contribute to differences in transcription and susceptibility or resilience to cognitive impairment. For example, age-related differences in cognitive impairment, associated with systemic infection, are linked to decreased transcription of hippocampal synaptic genes and an altered transcriptional response to inflammation [13–15]. Thus, the increase in miR-7a-1-3p, miR-33-3p, and miR-362-5p may contribute to decreased expression of neuronal/glial and synaptic genes; while miR-15a-5p, miR-15b-5p, and miR-30c-5p may influence the expression of apoptotic genes observed in older males on day 4 [15]. Nevertheless, for most of the miRs, increased expression is linked to neurodegenerative disease, increased neuroinflammation, and cognitive impairment (Table 3) consistent with enhanced vulnerability of older brains. However, increased expression of miR-223-3p, miR-340-5p, and miR-30b-5p has been linked to anti-inflammatory neuroprotection, suggesting possible resilience mechanisms that may preserve cognition in the face of neuroinflammation [73, 100].

**Table 3:** A summary of biological functions related to neuroinflammation, neuroprotection, neurodegeneration, and cognition for some of the 22 miRs, which were increased in older male mice.

**miR**	**Role in neuroinflammation, neuroprotection, neurodegeneration, and cognition**
miR-106b-5p	Upregulated during neuroinflammation and neurodegenerative disease models [105–109]
miR-15a-5p	Can have pro- or anti-apoptotic activity [53, 54, 110]
miR-15b-5p	Can have pro- or anti-apoptotic activity [110–113]
miR-190a-3p	Biomarker for postoperative cognitive dysfunction [55]
miR-212-3p	Downregulation is a biomarker for neurodegenerative disease [114–116]
miR-223-3p	Inhibition of neuroinflammation [47–49, 117]. Biomarker of sepsis severity [102]
miR-30b-5p	Upregulation is neuroprotective [118–120]
miR-30c-5p	Can have pro- or anti-apoptotic activity [121–123]
miR-31-3p	Role in conditioned place preference [124]
miR-323-3p	Biomarker for cognitive impairment [125, 126]
miR-33-3p	Neurogenesis [127]
miR-340-5p	Anti-inflammatory and neuroprotective [128–130]
miR-342-3p	Upregulated in neuroinflammation and neurodegenerative disease models [131–135]
miR-362-5p	Nervous system development [136]
miR-381-3p	Upregulation during encephalomyelitis [137] and HIV associated with cognitive impairment [138]
miR-7a-1-3p	Promotes generation of oligodendrocytes [139] and regulates excitatory synaptic transmission [140]
let-7f-1	Promotes IL-6 secretion in activated macrophages [141]
miR-98-3p	Upregulated by caloric restriction [142]

One question we attempt to address is whether the increase in miR expression on day 1 and day 4 in older males contributes to the observed change in mRNA expression. Theoretically, expression of miR and associated mRNA should be inversely correlated. For the 22 miRs that increased on day 1 and day 4 in older males, the likelihood that the associated mRNA was increased or decreased was equivalent on day 1. In contrast, an increased propensity for mRNA to exhibit downregulation was evident on day 4. The decrease in mRNA on day 4 may relate to the fact that most of the 22 miRs continued to increase expression from day 1 to day 4. Interestingly, downregulation of mRNA was largely observed for genes, which interact with multiple miRs. The absence of a negative correlation between individual miR and associated mRNA on day 1 may be due other transcriptional regulators activated during or immediately after the cytokine storm associated with sepsis. Previous work suggests that despite an increase in miR, expression of associated mRNA may be increased, rather than decreased, due to ongoing activation of transcription factors or the downregulation of repressor genes, which would normally inhibit transcription [71, 72]. On day 4, upregulated miR in older males appears to gain influence on mRNA expression. In particular, decreased expression is observed for mRNA that can be bound by multiple upregulated miRs.

The molecular mechanisms that underlie age and sex differences in response to inflammation, disease, brain damage, and aging are not fully understood. The results emphasize age and sex differences in epigenetic mechanisms that may contribute to differences in vulnerability to sepsis. Few miR were modified in a similar manner across age or sex; however, these few miR were generally associated with neuroprotection against inflammation. In contrast, older males exhibit increased expression of several miRs linked to neurodegeneration, increased neuroinflammation, and cognitive impairment. The differences may contribute to age and sexually dimorphic responses to sepsis, and emphasize a need for precision/personalized therapeutics to address post-septic cognitive decline. miRs isolated from blood can provide diagnostic and prognostic information concerning sepsis [102, 103] and cognition [26, 28]. Furthermore, systemic delivery of miR may protect against sepsis induced brain injury [104]. Thus, it may be important for future studies to examine the relationship between miRs detected in blood and brain.

How the deposited data were processed for this re-analysis (not part of the article)

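Small RNA from 1 whole hippocampus per mouse was sequenced by the authors from 48 mice in 12 groups of 4: young and old, male and female, control, day 1 and day 4 after sepsis. According to the paper's methods, libraries were made with the Ion Total RNA-Seq Kit v2, reads were trimmed and aligned to the mouse mm10 genome with Bowtie on a Partek Flow server, counts were normalized to total counts, and miRs with a low average count were removed. The miR annotation, the trimming settings and the treatment of reads that align to several places are not given in the text of the paper.

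The values deposited by the authors are CPM (counts per 1000000 reads) with 0.0001 added to each value, in 1 table per sex with 1 column per library, all of which were matched to a sample (0 columns left over). In females the counts are per 1000000 reads assigned to miRs. In males they are per 1000000 reads of a larger total, whose other contents are not given in the text of the paper. The tables still hold miRs below an average of 5. After the offset was subtracted, all values under 200 reads in every library were whole multiples of 1 step within 0.02 reads, so the number of reads behind each value could be recovered. Reads assigned to miRs, in units of 1000000, were 2.52 to 9.36 per male library and 1.34 to 6.67 per female library. Pooled over miRs, replicates differed far beyond counting error.

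Values were analysed as deposited. Precursor positions were taken from the GRCm38.p6 annotation, in which 1085 of the 1087 mature miRs of the tables were found. Tests used R 4.3.3 with limma 3.58.1 (and statmod 1.5.0) on log2 of the value plus 1, with variances moderated along their trend with expression. All 6 groups of a sex were in 1 fit of 24 libraries, and the sexes were fitted apart. miRs with a mean of at least 5 normalized counts over the 24 libraries were tested, 381 in males and 471 in females. DEmiRs were counted at an unadjusted two-sided p below 0.05, the threshold of the paper, and Benjamini-Hochberg adjusted p is given beside them. Day 4 against day 1, old against young controls, and the difference between the old and young responses (an interaction) were contrasts of the same fits. Single values such as depth or a fold change were compared with an exact permutation test of 4 libraries against 4, two-sided, whose smallest possible p is 0.0286. Lists that share controls were set beside 100 simulated draws of unchanged groups against common controls, drawn either for each miR independently or as whole libraries of residuals. The procedure was tested on simulated data: with 60 miRs changed by 1 on the log2 scale, 71.7% to 88.3% of these were called and 28.3% to 61.7% after adjustment, and 3.89% to 6.57% of unchanged miRs were called. In this test miRs varied independently, so it does not cover shifts of whole libraries. With whole libraries of residuals drawn, unchanged old males gave a mean of 20.48 DEmiRs on day 1 (highest 162). Unchanged old females gave 22.37 (highest 148).

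The miRs named are those the paper names in its results, Table 1 or Table 2, whose values in the tables had been read beforehand, the 2 raised and 2 lowered miRs of each of the 8 comparisons with the largest change among DEmiRs with non-overlapping values, and lists of marker miRs. The lists were erythrocyte (miR-451a, miR-144-3p, miR-144-5p, miR-486a-5p, miR-486b-5p), myeloid (miR-223-3p, miR-223-5p, miR-142a-3p, miR-142a-5p) and choroid plexus (miR-204-5p, miR-204-3p, miR-211-5p). Sets of miRs, including the X chromosome and the Dlk1-Dio3 cluster of chromosome 12, were tested with limma's fry and camera.

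Alternatives were other pseudocounts (0.5 and 5), no filter and a filter at a mean of 20, scaling by the median of ratios, a fit of the 2 compared groups only, no mean-variance trend, no moderation on the log2 and on the untransformed scale (both with the 2 compared groups only), the replicate number as a block, the geometric mean for the fold changes of the tables, and leaving out each library in turn. Scaling of the male values to the miR reads, voom on the recovered reads and a filter at a mean of 5 recovered reads were added later. The mRNA data of the paper are not analysed here, and a difference between the sexes in the response of a miR was not tested.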

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

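Among the tests below, the 2 depth tests of old male control 4 were chosen only after the result was seen, where the one on levels replaced a comparison of its number of reads with the range of the other controls (4.72 against 2.52 to 2.97 in units of 1000000 reads). The test of its scaling was read as excluding that total and then left open, once other libraries were seen to pass the limit of 5% as well. The band of 0.1 within which a library was read as equally far from septic and control libraries was also set after the value was seen. Libraries were singled out by the gap of the highest or lowest of 4 values to its neighbour, divided by the range of the 4 (Dixon's ratio, at its 95% critical value). Chance passes this value in about 1 in 20 groups. Of 254 groups of named miRs tested, 26 passed it, where 12.7 are expected. Old male controls account for 12 of their 32 groups (1.6 expected) and old female controls for 5 of 44 (2.2 expected). Of 54 groups of library measures, 1 passed (2.7 expected).

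Old male control 4 was the highest of the 4 old male controls in each of its 13 cases. It had 896 miRs above 0 against 798 to 807 in the others (ratio 0.908). The ratio was 0.833 for let-7f-1-3p, 0.867 for miR-342-3p, 0.954 for miR-33-3p, 0.939 for miR-15b-5p (168 normalized counts against 12.1 to 21.7), 0.884 for miR-98-3p, 0.863 for miR-467e-5p, 0.891 for miR-223-3p, 0.856 for let-7c-5p, 0.853 for let-7b-5p, 0.865 for let-7a-5p, 0.889 for miR-380-3p and 0.863 for miR-672-5p. Over all miRs tested, it passed the critical value for 37.3% (142 of 381), and the other 3 controls for 0. After scaling to the miR reads the share was 11.0%, against at most 0.787% in the other old male controls, but other male libraries reached 7.61% and 6.04% (young male controls 5 and 3) and 6.56% (young male day 4 replicate 1). With the median of ratios it was 7.87%, against 7.09% in that last library. The total used for scaling thus accounts for most of its distance. As the whole cause it cannot be told apart from a further difference, because ordinary libraries come near the share that remains. Scaling leaves the number of miRs above 0 as it is. For the levels, thinning control 4 to the reads of the shallowest old male control left 11.3% (10.5% to 12.1% over 20 draws), near the 11.0% after scaling to the miR reads. This argues only against the counting noise of a different depth. Thinning keeps the expected share of each miR, so it cannot exclude a cause that goes with depth. Depth is a candidate explanation of the number of miRs above 0, which fell to 828 (817 to 841) with this thinning, at a median ratio of 0.70 that no longer passes the critical value. A septic library labelled as a control cannot be told apart from a control that differs in itself. Its distance to the old septic libraries minus that to the other old controls was -0.00903 on the rescaled log2 scale, against 0.192 to 0.250 for the other 3. Its distance to the septic libraries was 0.667, within the 0.624 to 0.730 of the other 3. Its distance to the other controls was 0.676, above the 0.407 to 0.480 of the other 3. Control 4 thus lay about equally far from both groups, and 1 library does not decide. A biological difference between that mouse and the other 3 was not tested, because replicates share every condition of the design.

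In the other male groups the values were scattered over libraries. The highest library stood apart for miR-130a-3p in young males on day 4 (replicate 1, ratio 0.961), miR-7b-3p in old males on day 1 (replicate 2, 0.830), miR-381-3p in old males on day 4 (replicate 5, 0.855), and miR-98-3p (0.858) and miR-219a-5p (0.939) in young male control 3. The lowest stood apart for miR-544-5p (0.880, 26.1 counts) and miR-15b-5p (0.870, 33.1 counts against 118 to 131) in old male day 4 replicate 8. In females the highest stood apart for miR-652-3p on day 1 (old replicate 4, 0.869), miR-129-2-3p on day 4 (old replicate 4, 0.853), and in old controls for miR-541-5p (replicate 4, 0.837), miR-370-3p (replicate 2, 0.863), miR-140-5p (replicate 4, 0.844) and miR-30c-5p (replicate 1, 0.857), and the lowest for miR-99b-3p (old control 3, 0.946). Apart from the old male controls, 14 such cases among the named miRs are near the number chance gives. No technical or biological explanation was tested for them.

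The difference between the old and young male responses on day 4 was at an unadjusted p below 0.05 in limma for 6 of the miRs named. Of these, 5 (all but miR-335-3p) were named for being raised in old and lowered in young males, so that a low unadjusted p follows from their choice and is no test. Their adjusted p was not below 0.05. The difference of log2 fold changes, old minus young, was 2.50 for let-7a-5p (standard error 0.76, adjusted p = 0.175), 2.60 for let-7b-5p (0.74, 0.114), 2.68 for let-7c-5p (0.74, 0.114), 2.11 for miR-335-3p (0.47, 0.0462), 2.64 for miR-672-5p (0.69, 0.0995) and 1.53 for miR-674-5p (0.51, 0.214). The differences were 1.91, 2.01, 2.09, 1.59, 2.15 and 0.94 after scaling to the miR reads and 1.91, 2.02, 2.09, 1.55, 2.09 and 0.94 with the median of ratios, so the total used for scaling accounts for part of them. They kept their sign without each library, between 2.09 and 3.09, 2.24 and 3.11, 2.31 and 3.21, 1.92 and 2.37, 2.31 and 3.06, and 1.36 and 1.84. With age labels exchanged at random, 19 of 100 draws gave as many miRs with a differing response, so chance cannot be excluded for the number of such miRs. Only miR-335-3p passed the adjustment, and its adjusted p was not below 0.05 with either scaling. The let-7 miRs also varied widely in old males on day 4 and, through control 4, in old male controls, as given among the other observations. For miR-335-3p an effect of age on the response stays open beside scaling and chance. For the other 5 no difference was shown.

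Beyond the miRs the paper names, 12 passed an adjusted p of 0.05 in limma, and those outside the naming rule were chosen after their values were seen. In young males on day 4 they were miR-199b-3p (log2 fold change -1.58, standard error 0.39, adjusted p = 0.0326), miR-25-3p (-1.57, 0.37, 0.0262) and miR-3106-5p (1.54, 0.35, 0.0262). Old females on day 1 had miR-146a-5p (-1.71, 0.39, 0.0187), miR-1981-5p (-0.81, 0.20, 0.0331), miR-384-3p (1.13, 0.28, 0.0331) and miR-503-5p (-0.98, 0.19, 0.00736). On day 4 old females had let-7c-2-3p (-0.71, 0.18, 0.0423), miR-100-5p (-0.96, 0.18, 0.00500), miR-186-3p (-1.47, 0.38, 0.0423), miR-365-3p (-1.22, 0.32, 0.0423) and miR-99a-5p (-0.96, 0.19, 0.00652). All 4 septic values lay on 1 side of every control, except for miR-99a-5p (3 of 4), and without each library the unadjusted p stayed below 0.05 for all 12. Among 13 alternatives (12 for miR-199b-3p and miR-186-3p, which the filter at a mean of 20 leaves out), the unadjusted p was also below 0.05 in each, except 1 each for miR-146a-5p and miR-365-3p. One of these, scaling to the miR reads, leaves the female values practically as deposited and is no separate check for the old female miRs. Without each library the adjusted p stayed below 0.05 for miR-503-5p and miR-100-5p alone. It was 0.05 or more without 1 of the 8 libraries for miR-99a-5p, 3 for miR-146a-5p, 4 for miR-365-3p, 7 for miR-384-3p and 6 for each of the others. Over the alternatives the adjusted p ranged from 0.0149 to 0.304 for miR-199b-3p, 0.00277 to 0.314 for miR-25-3p, 0.00877 to 0.304 for miR-3106-5p, 0.00888 to 0.289 for miR-146a-5p, 0.0220 to 0.0981 for miR-1981-5p, 0.00888 to 0.0475 for miR-384-3p, 0.00448 to 0.0253 for miR-503-5p, 0.0377 to 0.321 for let-7c-2-3p, 0.00359 to 0.321 for miR-100-5p, 0.0207 to 0.335 for miR-186-3p, 0.0231 to 0.405 for miR-365-3p and 0.00436 to 0.321 for miR-99a-5p.

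For these 12 the tables argue against scaling as the whole cause, since the median of ratios gave -1.47, -1.45, 1.65, -1.64, -0.74, 1.21, -0.90, -0.65, -0.91, -1.43, -1.17 and -0.90 in the same order. The lower depth of old female controls was tested on the number of DEmiRs of these comparisons, which stayed at 72.5 on day 1 and 101 on day 4 (medians over thinned tables) against 76 and 109. Of 35 splits of the 8 libraries, only the real one gave as many DEmiRs in old females on day 1, the smallest share the design can give. After Benjamini-Hochberg adjustment over 14 comparisons this share was 0.2, so chance is not excluded for that number. Chance cannot be excluded for the number in old females on day 4 (5 of 35) or young males on day 4 (5 of 35). Sequence sharing between related miRs, such as miR-99a-5p and miR-100-5p, was not tested. A response to sepsis may explain the old female day 1 changes and is a hypothesis, since it was found and tested on the same data. By the paper's methods, septic mice also had surgery under anesthesia, an analgesic, an antibiotic and restraint, which the home-cage controls did not have. The design cannot separate these from sepsis.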

How the results depend on the processing

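The alternatives of filter, pseudocount, moderation, block, 2-group fit, median-of-ratios scaling and libraries left out were set before the data were examined. Scaling to the miR reads, voom on the recovered reads and the filter at a mean of 5 recovered reads were chosen only after the values had been seen. The 2 planned tests on counts, edgeR and DESeq2, were to be run if whole reads could be recovered. The reads could be recovered only after the offset was subtracted, the values as deposited not being whole multiples of 1 step, and these 2 tests were not run. voom on the recovered reads was run in their place. A count is given below where it lay more than 1.5 times above or below its value as reported, and the cause was not tested except where the construction of the alternative shows it.

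No named miR at an unadjusted p below 0.05 in either fit changed sign. The balance of raised and lowered miRs did reverse with scaling. With the median of ratios, the miR reads or voom it reversed in old males on both days and in young males on day 4, whose counts are given below. Young male day 4 counts of 25 raised and 31 lowered also became 24 and 18 without control 2 and 28 and 15 without day 4 replicate 4, and young male day 1 counts 2 and 1 without day 1 replicate 2. The male interaction on day 4 went from 46 higher and 2 lower to 18 and 27 with the miR reads and 17 and 26 with voom but kept its direction with the median of ratios (24 and 18). That on day 1 went from 47 and 3 to 20 and 23 with the median of ratios, but kept its direction with the miR reads (18 and 14) and voom (15 and 14). Day 4 against day 1 went from 25 and 15 to 35 and 42 in young males and from 77 and 72 to 77 and 84 in old females with the median of ratios. It kept its direction in young males with the miR reads (46 and 22) and voom (47 and 23), and in old females with voom (79 and 75). Old against young controls went from 10 and 95 to 66 and 44 in males and from 23 and 56 to 49 and 36 in females with it, and kept its direction with the miR reads in males (32 and 64) and with voom in both sexes (32 and 63, and 23 and 50). With a pseudocount of 0.5, or without the mean-variance trend, 0 of 39 counts moved by more than 1.5 times. With a pseudocount of 5, DEmiRs raised on day 4 in young females went from 3 to 5 and the adjusted count of old females on day 4 from 11 to 5. Of 157 calls of named miRs, 5 were lost with that pseudocount, 0 with a pseudocount of 0.5, 2 without the trend, 5 without a filter, 41 with the median of ratios, 44 with 2 groups only, 67 and 80 without moderation on the log2 and the untransformed scale, 18 with the block and 40 with voom. The settings without moderation also fitted the 2 compared groups only, so their losses are not those of moderation alone. Of the 75 male calls, 38 were lost with scaling to the miR reads. The filter at a mean of 20 lost 0 of the 125 calls it still tested, and the filter on recovered reads lost 2. Of 78 miRs and comparisons named but not called, 2 gained a call with 2 groups only, 1 without moderation on the log2 scale and 4 with the block.

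Without a filter more miRs were tested. In young males DEmiRs went from 0 to 13 raised and from 11 to 40 lowered on day 1, and from 25 to 53 and 31 to 72 on day 4. In old males they went from 34 to 63 raised and 0 to 9 lowered on day 1, and from 61 to 111 and 0 to 6 on day 4. Young females went from 9 to 16 raised and 42 to 65 lowered on day 1, and from 3 to 18 and 3 to 9 on day 4. In old females raised miRs went from 21 to 54 on day 1 and 40 to 77 on day 4, and the adjusted day 4 count from 11 to 5. miRs lowered on both days in young males went from 2 to 16, raised on both days in old males from 19 to 32, raised on day 4 in young and old males from 6 to 14, shared by both days in young females from 0 to 3 and by young and old females on day 4 from 0 to 2. In old females those lowered on both days went from 18 to 30 and raised from 2 to 11, and those raised on day 4 in old males and old females from 5 to 9.

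With the filter at a mean of 20, fewer miRs were tested. Lowered miRs of young males on day 1 went from 11 to 5, raised miRs of old males on day 1 from 34 to 21 and of old females on day 1 from 21 to 11, and lowered miRs of young females on day 4 from 3 to 1. The adjusted count went from 0 to 1 in young females on day 1 and from 11 to 7 in old females on day 4. miRs raised on both days in old females went from 2 to 0 and on day 1 in old males and old females from 4 to 1. With the filter at 5 recovered reads, young males had 5 raised and 26 lowered on day 1 and 44 raised on day 4 (9 adjusted), old males 54 raised on day 1 and 92 raised and 1 lowered on day 4, young females 8 raised and 6 lowered on day 4, and old females 37 raised on day 1 and an adjusted day 4 count of 5. Shared counts were 7 lowered on both days in young males, 31 raised on both days in old males, 13 raised on day 4 in both ages of males, 1 in young males and young females on day 4, 1 in young and old females on day 4, 8 raised on both days in old females, and 7 on day 1 and 10 on day 4 in old males and old females.

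Median-of-ratios scaling gave 15 raised on day 1 and 53 raised on day 4 in young males (12 adjusted), 6 raised and 15 lowered on day 1 and 12 and 14 on day 4 in old males, 20 raised on day 1 and 6 lowered on day 4 in young females, 32 raised on day 1 in old females and an adjusted day 4 count of 17. Day 4 against day 1 went from 40 to 77 in young males (adjusted 0 to 2) and from 5 to 12 in old males, and its adjusted count from 25 to 16 in young females. The adjusted male day 4 interaction went from 1 to 0 and the adjusted count of old against young male controls from 14 to 31. Shared counts went from 2 to 4 for lowered on both days in young males, 19 to 2 for raised on both days in old males, 0 to 1 for day 1 in both ages of males, 6 to 2 and 5 to 2 for raised and opposite on day 4, 0 to 1 for day 4 in young males and young females, 7 to 4 for lowered on day 1 in both ages of females, 2 to 4 for raised on both days in old females, and 4 to 1 and 5 to 2 for days 1 and 4 in old males and old females. Table 1 miRs higher on day 4 went from 15 to 9.

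Scaling of the male values to the miR reads gave 9 raised and 17 lowered on day 1 and 51 raised on day 4 in young males (13 adjusted), and 6 raised and 14 lowered on day 1 and 9 and 14 on day 4 in old males. Day 4 against day 1 was 68 in young and 9 in old males, the day 1 interaction 32, the adjusted day 4 interaction 0 and the adjusted count of old against young controls 25. Shared counts were 5 lowered on both days in young males, 3 raised on both days in old males, 1 on day 1 in both ages, 3 raised and 1 opposite on day 4, 1 in young males and young females on day 4, and 0 and 1 on days 1 and 4 in old males and old females. voom gave 9 raised and 18 lowered on day 1 and 50 raised on day 4 in young males (13 adjusted), 6 and 14 on day 1 and 8 and 12 on day 4 in old males, and an adjusted day 4 count of 5 in old females. Its shared counts were 6, 3, 1, 3, 0, 0 and 1 for lowered on both days in young males, raised on both days in old males, day 1 in both ages, raised and opposite on day 4, and days 1 and 4 in old males and old females. With voom, day 4 against day 1 was 70 in young and 9 in old males. Its male day 1 interaction was 29 and its adjusted male day 4 interaction 0. The old male calls thus depend on the total used for scaling.

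With each comparison fitted on its 2 groups only, young males had 20 lowered on day 1 and 3 adjusted on day 4, old males 25 raised on day 4, young females 2 raised on day 1 and 5 raised and 5 lowered on day 4, and old females 41 lowered on day 4 with 0 adjusted. Shared counts were 5 lowered on both days in young males, 11 raised on both days in old males, 2 opposite on day 4, 1 on day 4 in young males and young females, 1 raised on day 1 in both ages of females, 1 raised on both days in old females, and 3 on day 4 in old males and old females. Fewer libraries then estimate the spread.

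Without moderation on the log2 scale, young males had 1 raised and 4 lowered on day 1 and 0 adjusted on day 4, old males 14 raised and 1 lowered on day 1 and 16 and 1 on day 4, young females 5 raised and 19 lowered on day 1, and old females 24 raised and 31 lowered on day 4 with 0 adjusted. Shared counts were 7 raised on both days in old males, 0 opposite on day 4, 11 lowered and 1 raised on both days in old females, and 2 and 1 on days 1 and 4 in old males and old females. On the untransformed scale these were 1 raised and 5 lowered and 0 adjusted in young males, 13 and 1, and 11 and 1, in old males, 5 and 15 in young females, 24 and 31 with 0 adjusted on day 4 in old females, and 2 adjusted on day 1 in old females. Shared counts were then 1 lowered on both days in young males, 5 raised on both days in old males, 0 opposite, 4 lowered on day 1 in both ages of females, 1 raised on both days in old females, and 2 and 1 in old males and old females.

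With the replicate number as a block, young males had 3 adjusted on day 4, old males 119 raised and 1 lowered on day 4, young females 1 raised on day 4, and old females 34 raised on day 1 and 40 adjusted on day 4. Shared counts were 9 opposite on day 4 in males, 1 on day 4 in both ages of females, and 12 on day 4 in old males and old females. The numbers do not pair the libraries: after the group means were removed, libraries of the same number had a mean correlation across miRs of -0.0198 over 30 pairs in females and -0.0400 over 47 in males, and other pairs 0.00170 and 0.00682. A call lost under the block is therefore not a weaker effect. The numbers entered the fit as fixed terms. Old male day 4 replicate 8 and old female day 4 replicate D4 share their number with no other library of their sex. Each was thus fitted exactly, as if left out. The day 4 counts of old males and old females under the block may reflect this. Leaving out these libraries gave 108 raised and 1 lowered in old males, and 75 adjusted in old females.

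The geometric mean moved 3 of the 44 fold changes of Table 1 and 4 of the 36 of Table 2 by more than 1 SD, the median of ratios 9 (range of all 1.11 to 2.53) and 2 (0.322 to 0.756), and scaling to the miR reads 11 of Table 1 (1.10 to 2.54). With each library left out, 42 of 528 values of Table 1 (1.14 to 6.09) and 22 of 432 of Table 2 (0.251 to 0.840) moved by more than 1 SD.

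With each library left out in turn, 201 of 660 counts moved by more than 1.5 times. Fewer libraries bear each of these counts, and which library was left out decided the direction of the move. In young males on day 1, raised miRs ranged from 0 to 5 (5 without day 1 replicate 1), lowered from 1 (day 1 replicate 2) to 19 (day 1 replicate 1), and adjusted from 0 to 0. On day 4 they ranged from 13 (day 4 replicate 2) to 28 (control 3) raised, 15 (day 4 replicate 4) to 46 (control 3) lowered and 1 to 18 (control 3) adjusted. In old males on day 1 the ranges were 4 (control 3) to 133 (control 4) raised, 0 to 2 (day 1 replicate 1) lowered and 0 to 50 (control 4) adjusted, and on day 4 15 (control 3) to 170 (control 4) raised, 0 to 1 lowered and 0 to 93 (control 4) adjusted. In young females on day 1 they were 3 (day 1 replicate 5) to 14 (control 1) raised, 23 (control 5) to 84 (control 1) lowered and 0 to 34 (control 1) adjusted, and on day 4 0 to 23 (control 5) raised, 2 to 7 (control 1) lowered and 0 to 1 adjusted. In old females on day 1 they were 17 to 31 (control 4) raised, 33 (day 1 replicate 1) to 56 lowered and 2 (day 1 replicate 1) to 11 adjusted, and on day 4 27 (control 3) to 54 (replicate D4) raised, 49 (replicate 2) to 99 (D4) lowered and 2 (control 3) to 75 (D4) adjusted.

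Day 4 against day 1 ranged from 23 (day 4 replicate 2) to 56 (day 4 replicate 1) in young males (adjusted 0 to 3), 1 (day 4 replicate 2) to 26 (day 4 replicate 8) in old males (adjusted 0 to 0), 69 (day 4 replicate 3) to 119 (day 1 replicate 1) in young females (adjusted 0 to 36) and 107 (day 1 replicate 3) to 193 (D4) in old females (adjusted 13 to 127). Interactions ranged from 15 (old control 3) to 130 (old control 4) on day 1 (adjusted 0 to 64) and 25 (old control 3) to 155 (old control 4) on day 4 (adjusted 0 to 51) in males, and from 15 (old day 1 replicate 1) to 49 (young control 1) on day 1 (adjusted 0 to 2) and 56 (young control 6) to 130 (D4) on day 4 (adjusted 0 to 39) in females. Old against young controls ranged from 54 (old control 3) to 180 (old control 4) in males (adjusted 0 to 132) and 49 to 99 (young control 1) in females (adjusted 2 to 13).

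Shared counts ranged from 0 to 6 lowered on both days in young males, 2 (control 3) to 107 (control 4) raised on both days in old males, 0 to 1 on day 1 in both ages of males, 3 to 9 raised and 0 to 17 (old control 4) opposite on day 4 in males, 0 to 5 (control 1) on both days in young females, 0 to 0 and 0 to 1 on days 1 and 4 in young males and young females, 1 to 5 raised and 5 to 17 (young control 1) lowered on day 1 in both ages of females, 0 to 2 on day 4 in both ages of females, 12 to 22 lowered and 1 to 4 raised on both days in old females, and 1 to 7 and 2 to 19 (old male control 4) on days 1 and 4 in old males and old females. Table 1 miRs higher on day 4 ranged from 9 (day 4 replicate 3) to 18 (day 4 replicate 8) and Table 2 miRs from 7 (day 1 replicate 1) to 13 (day 1 replicate 4).

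Pooled over miRs, the reads of replicates differ far beyond counting error. What depth limits was tested on the counts of old females alone, where thinning the female libraries to the depth of the shallowest one, reported among the other observations, left the counts near those given.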

Differences from the paper's values

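For the number of miRs that changed in 1 direction on day 4 in young males and young females, the paper's value is 2 and the value here 0. Of the alternatives set before the data were examined, none has a value within the paper's: median-of-ratios scaling and the fit of 2 groups only gave 1, and the pseudocounts, filters, block, and fits without trend or moderation gave 0. Leaving out young female control 1 or control 3 gave 1. Scaling to the miR reads and the filter at 5 recovered reads, chosen after seeing the values, also gave 1, and voom, chosen after seeing them too, gave 0. The paper names miR-383-5p and miR-1249-3p as lower in both. In young males their log2 fold changes were -0.76 and -1.26, and in young females 0.18 and 0.19, which no setting run called.

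For the number of Table 1 miRs lower on day 4 than on day 1, the paper's value in its text is 3 and the value here 7. The direction column of the paper's own Table 1 also marks 7 as lower, so the text differs from that table. Median-of-ratios scaling gave 13 and the geometric mean 8, so neither comes within the paper's. The fold changes themselves match: 80 of 80 in Tables 1 and 2 lie within 0.01 of the paper's, with a largest difference of 0.00661. Of the SEMs, 78 of 80 match. For miR-30c-5p in old males on day 4 the SEM was 0.417 and the paper's is 0.18, and for miR-15b-5p in old males on day 1 it was 0.301 and the paper's is 0.03. The direction column of Table 1 matches for all 22 miRs and that of Table 2 for 17 of 18. For miR-495-5p the fold was 0.566 on day 1 and 0.567 on day 4, where the paper marks a further decrease. Of the 18, 10 were higher on day 4 here.

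Some miRs the paper lists as DEmiRs were not at an unadjusted p below 0.05 here. In old males on day 1, miR-223-3p (log2 fold change 0.80) was called with the replicate block and without control 4 or day 1 replicate 4, miR-672-5p (0.98) with the fit of 2 groups only, the block, and without control 4 or day 1 replicate 3, and let-7a-1-3p (0.89) without control 4 or day 1 replicate 2. In old males on day 4, let-7f-1-3p (0.71) was called without control 4, and miR-98-3p (0.90) without control 4 or day 4 replicate 8. In old females on day 1, miR-669b-5p (0.61) was called without control 2.

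The paper counts miR-662-5p among the X-linked miRs of Table 1, whereas neither deposited table lists it, and besides miR-223-3p and miR-98-3p Table 1 holds the X-linked miR-672-5p, miR-672-3p and miR-362-5p. In its discussion the paper gives miR-222-3p as higher on day 1 in young and old females. Here it was lower, with log2 fold changes of -1.10 and -0.73, as on the list of downregulated miRs in the paper's results.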

Other observations

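Chosen only after the results were seen were the tests of the changes in 1 direction and of 1 control library in old males and the tests of the erythrocyte, myeloid and choroid plexus miRs. The reading of 2 of them was also settled after the values were known. That low old male controls alone account for the direction was at first left open and then taken as fitting, and the uneven direction in young females was left open although its share of splits passed the limit set.

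The number of DEmiRs of each comparison was set against all 35 ways to part its 8 libraries into 4 and 4. As many or more were given by 1 split, the real one, in old females on day 1 and for day 4 against day 1 in old females. This share, 0.0286 for each taken alone, is the smallest the design can give. It was 0.2 after Benjamini-Hochberg adjustment over the 14 comparisons, so chance is not excluded for these either. Chance cannot be excluded for young males on day 1 (24 splits) or day 4 (5), old males on day 1 (9) or day 4 (9), young females on day 1 (10) or day 4 (23), or old females on day 4 (5). Nor can it for day 4 against day 1 in young males (4), old males (18) or young females (2), or for old against young controls in males (5) or females (8). After scaling to the miR reads the numbers were 17 and 3 for young males and 8 and 8 for old males. For the difference between the old and young responses, of 100 exchanges of the age labels 17 and 19 gave as many in males on days 1 and 4, and 36 and 20 in females.

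In old males every DEmiR was raised, on a background where most miRs rose. The total used for scaling is a candidate explanation. After scaling to the miR reads, 30% of the DEmiRs were raised on day 1 and 39.1% on day 4. The exact permutation test of the miR share of that total in septic against control libraries gave p = 0.286 on day 1 and 0.20 on day 4, and so leaves chance differences in the share open beside a rise of miRs relative to other small RNA, which sepsis could also give. The low level of the old male controls remains open too. Old septic libraries lay at the level of the young controls, with a median log2 difference of -0.0532 on day 1 and 0.0137 on day 4, whereas old controls lay at -0.38. Between old and young controls the exact permutation test of the miR share gave p = 0.571. Control 4 decides these 3 tests. Its share was 39.4%, whereas those of the other 3 old controls, 17.1% to 23.0%, lay below every old septic library (24.9% to 37.8%) and every young control (25.8% to 31.6%).

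Control 4 lowered the number of raised miRs in old males. Without it 133 were raised and 0 lowered on day 1 and 170 raised and 1 lowered on day 4, with 50 and 93 after adjustment. This 1 library could thus account for the number, but not for the direction, which held without it. After scaling to the miR reads, leaving it out gave 18 raised and 18 lowered on day 1 and 24 and 14 on day 4, and with the median of ratios 21 and 22, and 25 and 19. Control 3 acted the other way, with 4 raised on day 1 and 15 on day 4 without it.

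In young females, leaving out control 1 gave 98 DEmiRs on day 1 against 51, so that library may hold the number down, and leaving out control 5 gave 28. On day 4 leaving out control 1 gave 9 against 6. This does not decide whether that library is a source of the low number, because other libraries moved the number further. It was 26 without control 5, 18 without control 3 and 13 without day 4 replicate 5. Without control 6 or day 4 replicate 4 it was 3, and without day 4 replicate 3 it was 2. A recovery of young females by day 4 stays open as a biological explanation. Compared directly with day 1, day 4 differed for 81 miRs that were higher and 14 lower, 25 of them after adjustment in limma.

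Old female controls had the fewest reads and 748 ± 28.0 miRs above 0 (SD, n = 4), against 866 ± 6.34 on day 1 (exact permutation test, p = 0.0286, adjusted over the 8 comparisons 0.229). The tables argue against their lower depth as the cause of the number of DEmiRs. With all female libraries thinned to 1337028 reads, 72.5 DEmiRs (64 to 79 over 20 draws) remained on day 1 and 101 (94 to 112) on day 4. The most abundant miR took 25.1% ± 1.64 of the reads in old females on day 1 and 18.0% ± 3.08 in controls (exact permutation test, p = 0.0286, adjusted 0.229), and a larger share of a few miRs would lower all others. With the median of ratios, which removes this, lowered DEmiRs exceeded raised ones by 15 in old females on day 1 against 34 as deposited, and 1 of 35 splits was as uneven. That share is the smallest the design can give. It does not decide whether a few abundant miRs are the whole cause there, because the excess can grow with the number of DEmiRs. As deposited, the real split also gave the most DEmiRs of all splits, 76. In young females on day 1 the excess was 11 against 33, and 10 of 35 splits were as uneven (9 as deposited). There a few abundant miRs cannot be told apart from a downregulation, because the excess was within chance before and after the scaling.

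Sets of miRs were tested in the 8 comparisons with fry. The lowest adjusted p was 0.00712 for the Dlk1-Dio3 cluster, in young females on day 1, where 58 of its 74 tested miRs were lowered (median log2 fold change -0.32) and 17 were DEmiRs lowered and 2 raised. In old females on day 1, 54 of 74 were lowered (median -0.25; fry, adjusted p = 0.0577). With the median of ratios the adjusted p was 0.00683 and 0.0242. Without each library the unadjusted p of fry stayed below 0.05 in both. With camera and its preset correlation the adjusted p was 0.00106 and 0.0436, and with an estimated correlation its unadjusted p was below 0.05 in young and not in old females as deposited, and in both with the median of ratios. The young female result was therefore below 0.05 under each form of the test. With the estimated correlation (camera, p = 0.0410 as deposited) and with libraries left out, only the unadjusted p was taken. Chance was not excluded for the number of DEmiRs of young females on day 1, and a shared shift of many miRs by chance stays open. A joint regulation of the cluster on day 1 may explain this and remains a hypothesis. Many of its members were on the lists of downregulated miRs that led to the test.

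For the X-linked miRs the lowest adjusted p of fry was 0.424. For the marker lists, which share no member, it was 0.596 for erythrocyte miRs (of 5, 4 were expressed enough to be tested in males and 5 in females), 0.196 for myeloid miRs (of 4, 2 and 3), in old males on day 4, and 0.444 for choroid plexus miRs (of 3, 2 and 3). These contents cannot be told apart from no change, because few members were tested and their spread was wide. With the median of ratios, camera gave an adjusted p of 0.0485 for erythrocyte miRs in young males on day 1 and in young females on day 4, where fry gave 0.326 and 0.591. The most abundant markers had 385 ± 107 (miR-451a), 16.9 ± 5.78 (miR-223-3p) and 2789.5 ± 2290.2 (miR-204-5p) normalized counts in young male controls (SD, n = 4). miR-223-3p, of the myeloid list, is also a miR the study names.

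Within female groups miR-204-5p varied widely, with 13033.5 ± 11453.6 counts (SD, n = 4) in young controls. Choroid plexus tissue in some dissections is a candidate source. After the group means were removed, miR-204-5p followed miR-211-5p over 24 libraries (Pearson r = 0.590, permutation test p = 0.00515, adjusted over 4 relations 0.00784; Spearman rho = 0.587, permutation p = 0.00671), and r was 0.467 without the 2 libraries farthest from the median. This r was at percentile 96.6 of the 470 other miRs. Of the other relations, that to miR-204-3p, the other arm of its hairpin, was the closest (r = 0.860, percentile 99.6). Those to the erythrocyte miR-451a (r = 0.580) and the myeloid miR-223-3p (r = 0.559) were nearly as close as that to miR-211-5p, so the latter is not specific to the choroid plexus.

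The let-7 miRs varied widely in some male groups. In old male controls the SD of log2 values, averaged over let-7a-5p, let-7b-5p and let-7c-5p, was 1.16 as deposited, against a median of 0.583 over all miRs. Control 4 carries most of this, since without it the SD was 0.483 against 0.217. After scaling to the miR reads it was 0.648 against 0.274, and 0.298 against 0.162 without control 4. It stayed above the median, by little without that library, so the total used for scaling may not be the whole cause. On day 4 it was 1.12 against 0.469 as deposited and 0.934 against 0.417 after this scaling, and at its lowest 0.833 and 0.778 without day 4 replicate 8. On day 1 in old males it was less wide, at 0.638 against 0.430 and 0.505 against 0.432. Without day 1 replicate 1 these were 0.407 against 0.383 and 0.215 against 0.378. Without each other day 1 library it stayed above the median. In young males on day 1 it was 0.819 against 0.495 as deposited, but 0.293 against 0.489 without day 1 replicate 1. Differences between mice and in library preparation were not tested.

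The paper does not report old against young controls. At an unadjusted p below 0.05 in limma, 10 miRs were higher and 95 lower in old male controls, 14 of them after adjustment, and 23 were higher and 56 lower in old female controls, 7 after adjustment. With the median of ratios these were 66 higher and 44 lower in males, 31 after adjustment, and 49 and 36 in females, 8 after adjustment. After scaling to the miR reads they were 32 and 64 in males, 25 after adjustment, so the direction in both sexes depends on the scaling. Without old control 4 the male counts were 6 higher and 174 lower, with 132 after adjustment, and without old control 3 there were 54 in all. An effect of age stays open beside these.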
